# Psychological stress disrupts intestinal epithelial cell function and mucosal integrity through microbe and host-directed processes

**DOI:** 10.1080/19490976.2022.2035661

**Published:** 2022-02-20

**Authors:** Jacob M. Allen, Amy R. Mackos, Robert M. Jaggers, Patricia C. Brewster, Mikaela Webb, Chia-Hao Lin, Chris Ladaika, Ronald Davies, Peter White, Brett R. Loman, Michael T. Bailey

**Keywords:** Stress, epithelium, microbiome, ROS, brain-gut axis

## Abstract

Psychological stress alters the gut microbiota and predisposes individuals to increased risk for enteric infections and chronic bowel conditions. Intestinal epithelial cells (IECs) are responsible for maintaining homeostatic interactions between the gut microbiota and its host. In this study, we hypothesized that disruption to colonic IECs is a key factor underlying stress-induced disturbances to intestinal homeostasis. Conventionally raised (CONV-R) and germ-free (GF) mice were exposed to a social disruption stressor (Str) to ascertain how stress modifies colonic IECs, the mucosal layer, and the gut microbiota. RNA sequencing of IECs isolated from CONV-R mice revealed a robust pro-inflammatory (*Saa1, Il18*), pro-oxidative (*Duox2, Nos2*), and antimicrobial (*Reg3b/g)* transcriptional profile as a result of Str. This response occurred concomitant to mucus layer thinning and signs of microbial translocation. In contrast to their CONV-R counterparts, IECs from GF mice or mice treated with broad spectrum antibiotics exhibited no detectable transcriptional changes in response to Str. Nevertheless, IECs from Str-exposed GF mice exhibited an altered response to *ex vivo* bacterial challenge (increased dual Oxidase-2 [*Duox2*] and nitric oxide synthase-2 (*Nos2*)), indicating that STR primes host IEC pro-oxidative responses. In CONV-R mice stress-induced increases in colonic *Duox2* and *Nos2* (ROS generating enzymes) strongly paralleled changes to microbiome composition and function, evidencing Str-mediated ROS production as a primary factor mediating gut-microbiota dysbiosis. In conclusion, a mouse model of social stress disrupts colonic epithelial and mucosal integrity, a response dependent on an intact microbiota and host stress signals. Together these preclinical findings may provide new insight into mechanisms of stress-associated bowel pathologies in humans.

## Introduction

Psychological stress is associated with disruptions to intestinal physiology. This is supported by studies in humans and animal models that have linked excessive levels of stress to increased risk of enteric infection and inflammatory bowel diseases and syndromes.^1–4^ The gut microbiota is a large and diverse community of microorganisms that continuously interact with host epithelial and immune components, a relationship that ultimately shapes numerous physiological responses during health and disease.^5–8^ Stress-induced modifications to the gut microbiota have been documented to occur in humans and across various types of animal models, underscoring a potential nexus between stress and intestinal health.^9–11^ However, the precise interactions that occur between microbe and host in response to stress are not fully elucidated.

Intestinal epithelial cells (IECs) consist of a diverse range of cells, including absorptive enterocytes, goblet cells, Paneth cells, enteroendocrine cells, and stem cells, that function together to maintain barrier integrity and coordinate proper immune responses to both pathogens and the endogenous microbiota.^12^ To perform these tasks, IECs have evolved an array of capabilities such as the production and release of mucins, antimicrobial peptides, inflammatory cytokines, and reactive oxygen species (ROS), which help maintain homeostatic immune responses while concurrently preventing overt microbial penetration into host tissue.^6,13,14^ Despite largely serving a protective role, emerging evidence indicates that abnormal epithelial responses to the endogenous microbiota may be a key component leading to gut dysbiosis and bowel disease manifestation.^15^ This may be in part due to chronic unabated stimulation of inflammatory pathways within IECs. For instance, hyperactivation of the NFκB pathway through aberrant toll-like receptor (TLR) or nod-like receptor (NLR) signaling on IECs is considered a major risk factor for inflammatory bowel diseases, such as Crohn’s disease and ulcerative colitis.^16–18^ Consistent with this role, we recently reported that an IEC-specific ablation of the classical NFκB pathway beneficially modified the gut microbiota and inhibited infectious colitis by *Citrobacter rodentium* in mice.^19^ This is in contrast to stress exposure, which alters the microbiota and exacerbates gastrointestinal inflammation associated with *C. rodentium* infection.^20,21^ Ultimately, these data lead us to postulate that stressor-induced shifts in the gut microbiota and susceptibility to enteric colitis may be linked through alterations in epithelial physiology.

Herein, we utilize a well-validated social disruption stressor (Str) to investigate the effects of psychological stress on the colonic epithelial layer. Our results from conventionally raised and germ-free animals support the hypothesis that stress induces a global shift in IEC gene transcription indicative of heightened pro-inflammatory, antimicrobial, and ROS signaling; an effect that is dependent on the gut microbiota. Concomitant disruption to the structural integrity of the mucosal layer and amplified systemic markers of bacterial translocation (LBP) signify Str-induced interferences to normal barrier integrity, a phenomenon through which IECs appear to play a central role. Lastly, we demonstrate that Str-induced augmentation in genes involved in IEC ROS production (*Duox2* and *Nos2*) paralleled changes to microbiota catalase activity, together indicating disruptions to IEC-gut microbiota communication with potential implications for gastrointestinal health.

## Results

### Social disruption stress initiates a unique transcriptional signature within IECs

We first exposed conventionally raised (CONV-R) C57Bl/6 mice to a social disruption stressor (Str, 2 h/d) or a home cage control setting (Con) for 6 d. 

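RNA sequencing libraries of colonic IECs from 10 Con and 10 Str mice were compared, 1 library per mouse. IECs were sorted with magnetic beads as cells that carry EpCAM, an adhesion protein of epithelial cells, and lack CD45, a surface protein of leukocytes. Str mice had an aggressive male placed into their home cage for 2 h/d over 6 d, and the cells were collected 12 h after the last exposure. The authors depleted ribosomal RNA from total RNA, made directional libraries, aligned the reads with STAR to GRCm38.p4 and counted reads per gene with HTSeq, and the values used here are those counts as deposited. Counts summed over all genes of the table to between 20034127 and 26141352 per Con library (median 23676345.5) and between 20390091 and 24508215 per Str library (median 22680672). The depth that the paper states is a number of reads, and the values here rest on the counts assigned to genes. The 10 most abundant genes took 6.12 to 7.15% of the counts in Con and 6.87 to 8.11% in Str.
Str and Con were compared by edgeR's quasi-likelihood test on all 20 libraries with TMM factors and no covariate, and a gene is called higher or lower in Str at an adjusted p under 0.05 (Benjamini-Hochberg over all genes). Every gene passed the mean count minimum of 4, the lowest mean count being 6. Levels are given as CPM with the library sizes scaled by TMM, and log2 fold changes are Str over Con with their standard error (SE). Libraries are named by C or S for Con or Str, then V or L, then a number, and each group holds 5 V and 5 L libraries. The paper's text does not name what V and L stand for, nor which mice shared a cage, so the tests treat the mice as independent. The Con libraries CV3, CV4, CV6 and CL1 held transcripts made mainly in the liver. *Alb*, which encodes serum albumin and was chosen after its values were seen, was at 69.3 to 79.9 CPM in these 4 libraries and at 1.64 to 3.19 CPM in the other 16, and the comparison without these 4 libraries and those by letter were added after the data were seen.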

12 h after the final Str exposure, colonic intestinal epithelial cells (IECs; EpCAM+, CD45-) were isolated and expression profiles analyzed by RNA sequencing. 

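Str changed the transcript levels of many genes in colonic IECs, most of them by less than 2-fold. At an adjusted p under 0.05 from edgeR, 1420 genes were higher in Str and 1226 were lower, with median absolute log2 fold changes of 0.30 and 0.29. Of these genes, 111 rose and 48 fell by at least 2-fold. Past the paper's thresholds (absolute log2 fold change over 0.5, adjusted p under 1e-05) were *Ptk6*, *Gda*, *Stat3*, *Cd38* and *Nos2*, all 5 higher in Str. edgeR called 0 genes lower at those thresholds, with 4813 genes at an unadjusted p under 0.05 of which 2356 were higher, and DESeq2 on the same counts called 175 higher and 20 lower.
*Ptk6*, which encodes a tyrosine kinase of epithelial cells, lies on chromosome 2 from 181193721 to 181202789 of GRCm38. Its level was 10.0 ± 1.15 CPM in Con and 47.7 ± 18.4 CPM in Str (mean ± SD, n = 10 mice per group), a log2 fold change of 2.25 (SE 0.23, adjusted p = 8.28e-06 from edgeR). *Gda*, which encodes guanine deaminase, rose from 76.9 ± 10.9 to 297 ± 106 CPM, a log2 fold change of 1.95 (SE 0.20, adjusted p = 8.28e-06 from edgeR). *Stat3* encodes the transcription factor that acts downstream of IL-22 and IL-6 and lies on chromosome 11 from 100885098 to 100939540. It rose from 142 ± 8.54 to 261 ± 49.4 CPM, a log2 fold change of 0.87 (SE 0.09, adjusted p = 8.63e-06 from edgeR). *Cd38*, which encodes an NAD-consuming ectoenzyme, rose from 133 ± 5.47 to 363 ± 109 CPM, a log2 fold change of 1.45 (SE 0.15, adjusted p = 8.63e-06 from edgeR). *Nos2*, which encodes the inducible nitric oxide synthase iNOS, lies on chromosome 11 from 78920787 to 78960254 and rose from 1.27 ± 0.782 to 11.5 ± 5.33 CPM, a log2 fold change of 3.17 (SE 0.34, adjusted p = 8.63e-06 from edgeR). For each of these genes 9 of the 10 Str libraries were above the highest Con library, and the exception was the Str library SL4 for *Ptk6*, *Gda*, *Stat3* and *Cd38* and the Str library SV5 for *Nos2*.
Among the 50 genes that the paper names for these libraries, 40 were higher in Str, 7 were lower and 3 did not pass at an adjusted p under 0.05 from edgeR. The 5 genes past the paper's thresholds became 3 without the Con library CV1, 10 without the Str library SV5, 35 without the Str library SL5 and 108 (with 3 lower) without the Str library SL4, and 0 without any other single library. With the letter as a covariate, as with a block by column name, edgeR called 0 genes past the paper's thresholds (smallest adjusted p = 1.12e-05 with the letter). At an adjusted p under 0.05 it called 1578 higher and 1412 lower with the letter and 1505 and 1408 with the block. With library sizes as the only scaling, 1031 genes were higher and 1949 lower at an adjusted p under 0.05. Within the V libraries alone 807 genes were higher and 817 lower, and within the L libraries alone 9 were higher and 2 lower. The interaction of group and letter called 0 genes in edgeR, with 918 at an unadjusted p under 0.05. Without the 4 Con libraries that hold liver transcripts, 854 genes were higher and 608 lower, and 0 were past the paper's thresholds.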

Using the differential gene expression analysis (DESeq2), we identified a broad upregulation in epithelial gene transcription induced by Str (Figure 1(a); Volcano plot, 166 genes upregulated, 16 downregulated, Log Fold Difference > 0.5, Adj p < 10^−5^). Over representation pathway analysis (ORA; NetworkAnalyst;^22^) using the Gene Ontology (GO:BP) database revealed numerous pathways affected by stress (FDR p < .05; Top 10 enriched pathways shown in Figure 1(b)). This included Str-induced activation of immune (GO:BP *Inflammatory response*; genes represented in heatmap shown in Figure 1(c)) and antimicrobial (GO:BP *superoxide signaling* and *defense response*) pathways that occur concomitant to upregulation in pathways related to direct bacterial signaling (GO:BP *defense response to bacterium, NFκB cascade*; FDR p < .05; Figure 1(b)). 

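Some genes of inflammation, antimicrobial defense and ROS production were higher in Str IECs, *Saa1*, *Il18*, *Reg3b*, *Reg3g* and *Duox2* among them. *Saa1*, which encodes the acute phase protein serum amyloid A1, rose from 279 ± 77.8 CPM in Con to 756 ± 223 CPM in Str (mean ± SD, n = 10 mice per group), a log2 fold change of 1.44 (SE 0.17, adjusted p = 1.30e-05 from edgeR). *Il18*, which encodes a cytokine that epithelial cells make, rose from 106 ± 16.0 to 159 ± 35.3 CPM, a log2 fold change of 0.59 (SE 0.12, adjusted p = 0.00160 from edgeR). *Reg3b*, which encodes an antimicrobial C-type lectin, rose from 17.2 ± 16.9 to 557 ± 654 CPM, a log2 fold change of 5.01 (SE 0.68, adjusted p = 4.29e-05 from edgeR). On GRCm38, *Saa1* lies on chromosome 7 from 46740497 to 46742980, *Il18* on chromosome 9 from 50554827 to 50581840 and *Reg3b* on chromosome 6 from 78370657 to 78373466.
Of 24 measured inflammatory mediators and acute phase genes, 12 were higher, 1 was lower and 11 did not pass at an adjusted p under 0.05 from edgeR (13 higher and 1 lower when adjusted over the list alone). As a set they were higher in limma's camera test with its preset correlation (adjusted p = 2.38e-05, against adjusted p = 0.196 with an estimated correlation). The paper names 10 of these 24 genes from the same libraries, so their count is not independent evidence of its direction, and of the other 14 members 2 were higher and 1 was lower. *Tnfrsf1b*, *Sphk1* and *Lbp*, which encode a receptor of TNF, sphingosine kinase 1 and the LPS-binding protein, had log2 fold changes of 0.78 (SE 0.09, adjusted p = 1.30e-05), 1.53 (SE 0.23, adjusted p = 0.000131) and 1.52 (SE 0.32, adjusted p = 0.00225) in edgeR. *Lbp* was at a low level, at most 0.983 CPM in Con, and its highest Str library was SL2 (6.42 CPM, the next at 3.19 CPM). The lowest levels of *Sphk1* were 0.667 CPM in Con and 0.991 CPM in Str. The lower member was the chemokine gene *Ccl6*, chosen after its values were seen, at -0.21 (SE 0.06, adjusted p = 0.0134 from edgeR), which did not pass without the 4 Con libraries that hold liver transcripts (-0.18, adjusted p = 0.108). *Hc*, *F2* and *Apoe* encode complement C5, prothrombin and apolipoprotein E, which the liver secretes, and are labels of Figure 1(c). Their log2 fold changes were -1.0 (SE 0.24, adjusted p = 0.00595), -2.93 (SE 0.67, adjusted p = 0.00416) and -0.95 (SE 0.26, adjusted p = 0.0135) in edgeR. Without the 4 Con libraries that hold liver transcripts the 3 log2 fold changes were -0.58, -0.62 and -0.15, and none passed in edgeR (adjusted p = 0.139, 0.406 and 0.595). These 4 are the Con libraries highest in each of the 3 genes, so leaving them out shrinks the falls by that choice. The lost calls therefore cannot show if Str lowers these genes. In limma-voom over all 20 libraries *F2* and *Apoe* did not pass (adjusted p = 0.0806 and 0.0729).

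**Figure D1:**
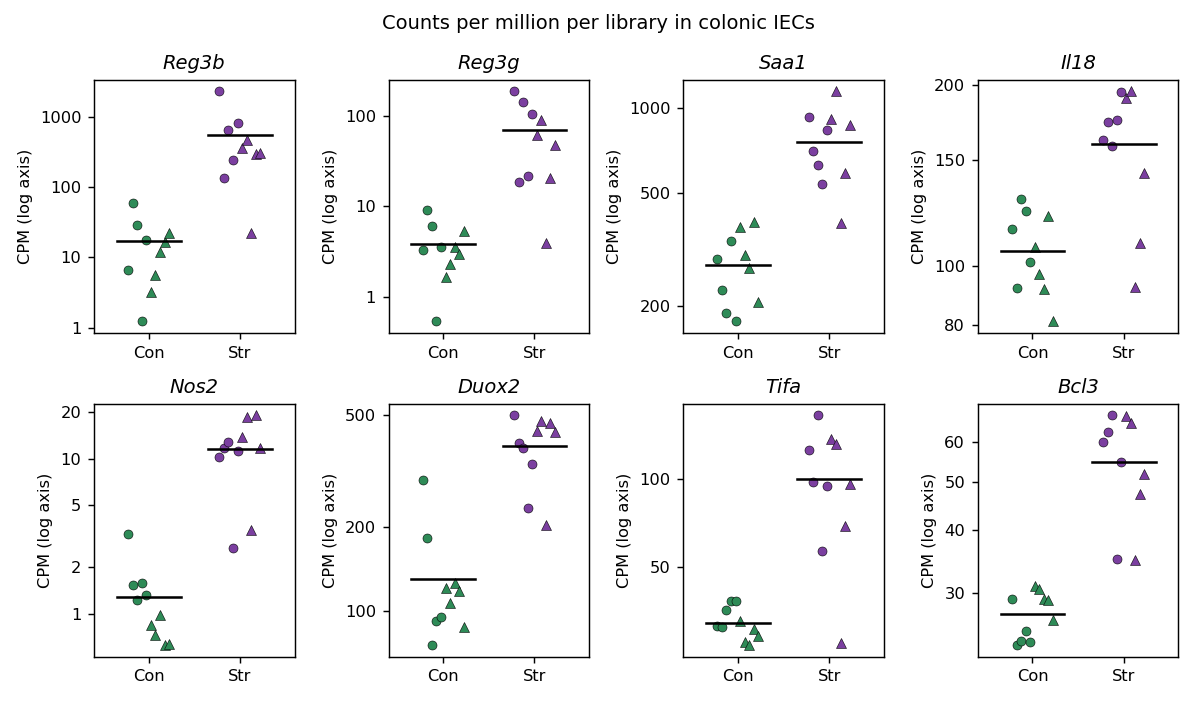
CPM on a log axis of 8 genes in the 10 Con and 10 Str libraries (circles, V libraries, triangles, L libraries, bars, group means). For *Reg3b* and *Saa1*, 9 of the 10 Str libraries lie above the highest Con library, with the Str library SL4 lowest in Str.

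**Figure D2:**
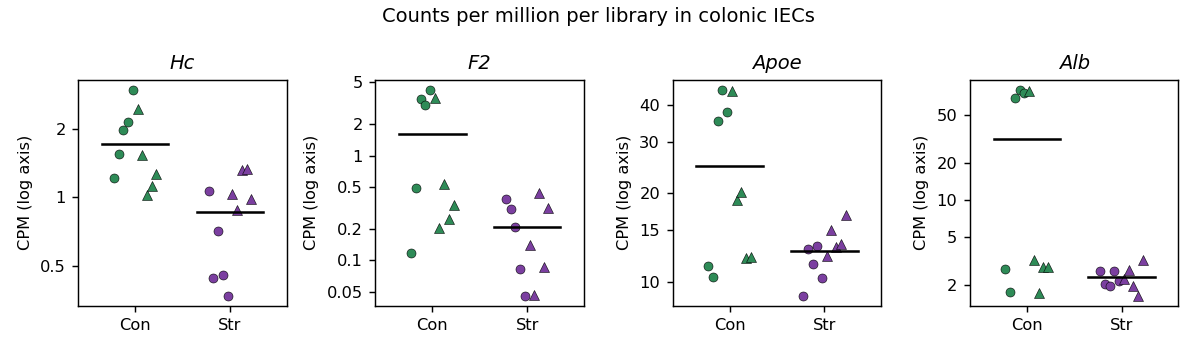
CPM on a log axis of *Hc*, *F2*, *Apoe* and *Alb* in the 10 Con and 10 Str libraries (symbols as for the plot of 8 genes, bars, group means). The 4 Con libraries CV3, CV4, CV6 and CL1 lie above the other 16 libraries for each of these genes.

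Among 17 measured genes for antimicrobial proteins, 7 were higher and 10 did not pass in edgeR (8 higher when adjusted over the list alone). As a set they were higher in camera (adjusted p = 0.00653, against adjusted p = 0.248 with an estimated correlation). The paper names 2 of the 17, *Reg3b* and *Reg3g*. *Reg3g*, its close relative, rose from 3.87 ± 2.48 to 70.0 ± 60.5 CPM, a log2 fold change of 4.16 (SE 0.55, adjusted p = 3.05e-05 from edgeR). *Slpi*, which encodes a secreted inhibitor of leukocyte proteases, and *Pla2g2a*, a secreted phospholipase gene, rose by 1.71 (adjusted p = 0.000292) and 1.76 (adjusted p = 0.000175) on the log2 scale in edgeR.
Among 10 measured genes of superoxide, hydrogen peroxide and nitric oxide production, 7 were higher and 3 did not pass in edgeR (7 higher and 1, *Cyba*, chosen after its values were seen, lower when adjusted over the list alone). In camera the set was higher (adjusted p = 6.41e-06, against adjusted p = 0.0596 with an estimated correlation). *Duox2* encodes the dual oxidase that releases hydrogen peroxide from colonic IECs and lies on chromosome 2 from 122279247 to 122298449. It rose from 129 ± 64.6 to 388 ± 102 CPM, a log2 fold change of 1.58 (SE 0.22, adjusted p = 4.35e-05 from edgeR). Its maturation factor *Duoxa2* rose from 13.6 ± 8.32 to 60.5 ± 21.0 CPM, a log2 fold change of 2.15 (SE 0.27, adjusted p = 2.00e-05 from edgeR). *Duox1*, at a low level, rose from 0.529 ± 0.126 to 1.28 ± 0.398 CPM (adjusted p = 0.000115 from edgeR).
Of the 27 measured genes of the NFκB pathway and its targets, 17 were higher, 3 were lower and 7 did not pass in edgeR, with the same counts when adjusted over the list alone. The set was higher in camera (adjusted p = 2.38e-05, against adjusted p = 0.106 with an estimated correlation), and 11 of its genes were higher without the 4 Con libraries that hold liver transcripts. *Bcl3*, which encodes an IκB family protein of the nucleus, rose from 27.2 ± 2.89 to 54.7 ± 12.4 CPM, a log2 fold change of 1.01 (SE 0.11, adjusted p = 1.05e-05 from edgeR). *Tifa*, which encodes an adaptor that activates TRAF6, rose from 32.0 ± 4.08 to 100.4 ± 41.7 CPM, a log2 fold change of 1.65 (SE 0.21, adjusted p = 2.00e-05 from edgeR). *Tirap*, which encodes an adaptor of TLR4, rose by 0.52 on the log2 scale (adjusted p = 7.67e-05 from edgeR). The lower members, chosen after their values were seen, were *Traf1* at -0.58 (adjusted p = 0.0113), *Birc2* at -0.18 (adjusted p = 0.0107) and *Malt1* at -0.16 (adjusted p = 0.0176) in edgeR, and the last 2 did not pass without the 4 Con libraries (-0.16 and -0.15, adjusted p = 0.0639 and 0.0862).
Of 11 measured markers of leukocytes 4 passed in edgeR. Of 12 neutrophil markers on the list only 2 had a row in the table, too few to show a change in neutrophils. Both were higher, *Ly6g* at 1.39 (adjusted p = 0.000109) and *Itgb2l* at 0.73 (adjusted p = 0.0153) in edgeR. Of 4 measured macrophage and dendritic cell markers *Cd68* was higher at 0.56 (adjusted p = 0.00660) and *Apoe* was lower in edgeR. The 5 measured markers of T cells, B cells and mast cells did not pass. Without the 4 Con libraries *Itgb2l* (0.70, adjusted p = 0.0662) and *Cd68* (0.49, adjusted p = 0.0655) did not pass in edgeR, and *Ly6g* did (1.30, adjusted p = 0.00420).
Within the V and within the L libraries, 5 Con against 5 Str each, the log2 fold changes were 1.56 and 1.33 for *Saa1*, 0.62 and 0.55 for *Il18*, 5.19 and 4.59 for *Reg3b*, 1.32 and 1.86 for *Duox2* and 1.15 and 0.87 for *Bcl3*. The paper's over representation analysis needs Gene Ontology annotation that was not used here. From the enrichment of these pathways among its differentially expressed genes (Figure 1(b)), the paper concludes that Str activates immune and antimicrobial pathways together with pathways of direct bacterial signaling.

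**Figure D3:**
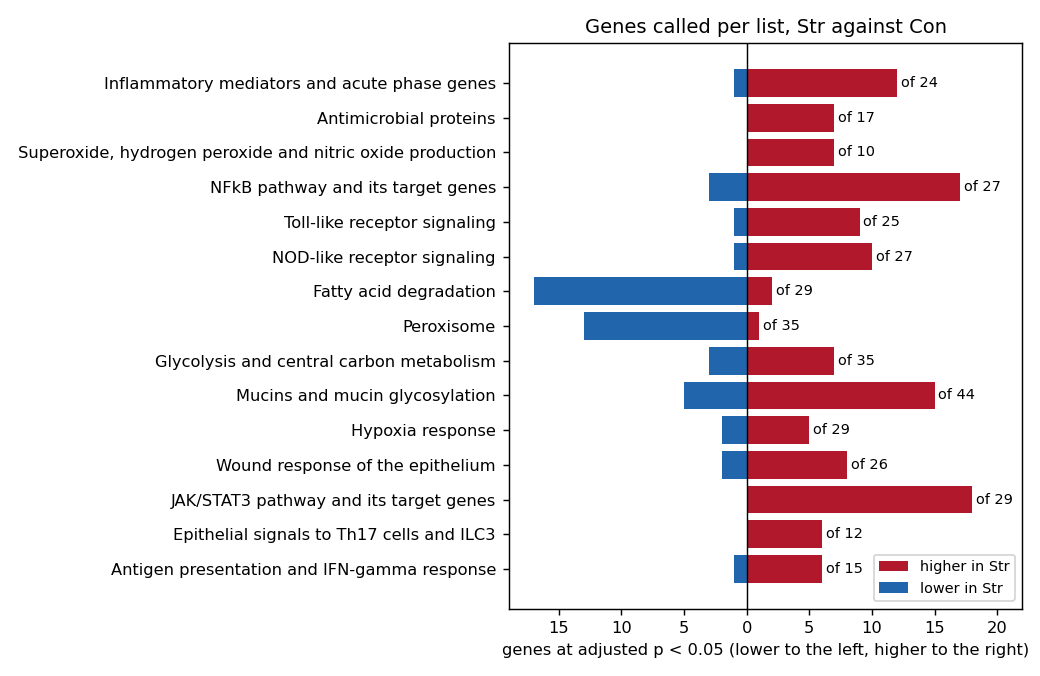
Number of genes higher (red, to the right) and lower (blue, to the left) in Str at an adjusted p under 0.05 from edgeR in 15 lists, with the number of measured genes beside each bar. The longest bar to the left is that of fatty acid degradation, with 17 genes.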

ORA analysis using the KEGG database revealed similar changes in pro-inflammatory and antimicrobial signaling pathways (Figure S1a), including a robust upregulation in genes associated with the NOD-like and Toll-like receptor (NLR, TLR) signaling pathways (FDR p < .05; Figure S1b-c). In addition, IEC transcriptional profiles revealed a Str-induced downregulation in genes involved in fatty acid degradation and peroxisome biosynthesis that occurred alongside increased expression of genes involved in central carbon metabolism, together indicating coordinated metabolic shifts within IECs in response to Str (FDR p < .05; Figure S1d-e). 

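Some genes of NOD-like and Toll-like receptor signaling were higher in Str IECs, with *Casp4* and *Tlr4* as the members of smallest adjusted p. *Casp4*, which encodes caspase-11, the sensor of intracellular LPS, rose from 43.3 ± 7.90 CPM in Con to 90.1 ± 24.6 CPM in Str (mean ± SD, n = 10 mice per group), a log2 fold change of 1.06 (SE 0.14, adjusted p = 3.24e-05 from edgeR). *Tlr4*, which encodes the receptor of extracellular LPS, rose from 34.5 ± 3.11 to 50.6 ± 7.22 CPM, a log2 fold change of 0.55 (SE 0.07, adjusted p = 4.00e-05 from edgeR). Of 27 measured NLR genes, 10 were higher, 1 was lower and 16 did not pass in edgeR (12 higher and 1 lower when adjusted over the list alone). The set was higher in camera (adjusted p = 4.47e-05, against adjusted p = 0.161 with an estimated correlation), and the paper names 1 of its genes, *Il18*. *Casp8*, which encodes a caspase of cell death, had a log2 fold change of 0.57 (SE 0.08, adjusted p = 9.89e-05 from edgeR). *Gbp2*, a guanylate-binding protein gene of interferon responses, had one of 1.14 (SE 0.18, adjusted p = 0.000222), and *Nlrx1*, which encodes a mitochondrial NLR, one of 0.65 (SE 0.10, adjusted p = 0.000205) in the same edgeR test. The lower member was *Txnip*, which encodes a thioredoxin-binding protein and was chosen after its values were seen, at -0.31 (SE 0.09, adjusted p = 0.0254 from edgeR). It did not pass in edgeR without the Con library CL1 (adjusted p = 0.0527), without the Str library SL6 (adjusted p = 0.0518) or without the 4 Con libraries that hold liver transcripts, where its log2 fold change was -0.31 (adjusted p = 0.0752).
Of 25 measured TLR genes, 9 were higher, 1 was lower and 15 did not pass in edgeR (9 higher and 2 lower when adjusted over the list alone). In camera the set was higher (adjusted p = 0.0127, against adjusted p = 0.0596 with an estimated correlation). The paper names 4 of the 25, and of the other 21 members 6 were higher and 1 was lower. *Irak4* and *Myd88*, which encode the kinase and the adaptor that most TLRs share, had log2 fold changes of 0.30 (SE 0.06, adjusted p = 0.00160) and 0.28 (SE 0.05, adjusted p = 0.00114) in edgeR. *Irak2*, a kinase gene chosen after its values were seen, was lower at -0.21 (SE 0.06, adjusted p = 0.0267 from edgeR) and did not pass in limma-voom (adjusted p = 0.0500) or in edgeR without the 4 Con libraries (-0.19, adjusted p = 0.128). *Tlr5*, which encodes the flagellin receptor, did not pass, with a log2 fold change of -0.37 (SE 0.21, adjusted p = 0.251 from edgeR), but was lower in limma-voom (adjusted p = 0.0344) and in edgeR without the Str library SL5 (adjusted p = 0.0222).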

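Most measured genes of fatty acid degradation and some genes of peroxisomes were lower in Str IECs, while genes of central carbon metabolism went both ways, with *Pfkfb3* and *Hk2* higher. *Cyp4f16*, which encodes a cytochrome P450 of a family that hydroxylates fatty acids, fell from 93.1 ± 14.7 CPM in Con to 58.4 ± 7.75 CPM in Str (mean ± SD, n = 10 mice per group), and all 10 Str libraries lay below the lowest Con library. It lies on chromosome 17 from 32536558 to 32551798 of GRCm38, and its log2 fold change was -0.67 (SE 0.09, adjusted p = 2.00e-05 from edgeR). Of 29 measured genes of fatty acid degradation, 17 were lower, 2 were higher and 10 did not pass in edgeR (19 lower and 2 higher when adjusted over the list alone), and 9 were lower without the 4 Con libraries that hold liver transcripts. The set was lower in camera (adjusted p = 6.16e-07, against adjusted p = 0.199 with an estimated correlation), and *Cyp4f16* is the 1 member that the paper names. *Acaa2*, which encodes a mitochondrial thiolase, had a log2 fold change of -0.49 (SE 0.10, adjusted p = 0.00219 from edgeR). *Cpt1a*, which encodes the carnitine transferase that admits fatty acids to mitochondria, had one of -0.28 (SE 0.06, adjusted p = 0.00232 from edgeR). The higher members, *Acadl* and *Acox3*, were chosen after their values were seen and had log2 fold changes of 0.20 (SE 0.07, adjusted p = 0.0425) and 0.13 (SE 0.04, adjusted p = 0.0115) in edgeR. Neither passed with library sizes as the only scaling (adjusted p = 0.0807 and 0.0757) or without the 4 Con libraries (log2 fold changes 0.22 and 0.13, adjusted p = 0.0877 and 0.0609). *Acadl* also lost its call in edgeR without any 1 of CV1, CV6, CL1, CL2, CL3, CL4, CL6, SV1, SV2, SV6, SL1, SL2 or SL6 (adjusted p = 0.0522 to 0.0902).
Of 35 measured peroxisome genes, 13 were lower, 1 was higher and 21 did not pass in edgeR (15 lower and 2 higher when adjusted over the list alone). In camera the set was lower (adjusted p = 2.38e-05, against adjusted p = 0.248 with an estimated correlation). *Ephx2*, which encodes an epoxide hydrolase, had a log2 fold change of -0.41 (SE 0.08, adjusted p = 0.000902 from edgeR), and *Ech1*, which encodes an isomerase of unsaturated fatty acids, one of -0.35 (SE 0.06, adjusted p = 0.000908 from edgeR).
Of 35 measured genes of glycolysis and central carbon metabolism, 7 were higher, 3 were lower and 25 did not pass in edgeR, with the same counts when adjusted over the list alone. As a set they did not pass in camera (adjusted p = 0.379, and adjusted p = 0.833 with an estimated correlation). The list was composed for the re-analysis and is not the KEGG set of the paper, so this result does not test the paper's over representation. *Pfkfb3*, which encodes the enzyme that makes the activator of phosphofructokinase, rose from 7.97 ± 2.19 to 54.0 ± 30.3 CPM, a log2 fold change of 2.76 (SE 0.31, adjusted p = 1.05e-05 from edgeR). *Hk2*, which encodes hexokinase 2, rose from 257 ± 62.6 to 444 ± 92.0 CPM, a log2 fold change of 0.79 (SE 0.13, adjusted p = 0.000317 from edgeR), and *Hk1* had one of 0.18 (SE 0.05, adjusted p = 0.00936 from edgeR). The lower members were *Pfkm*, at -0.37 (SE 0.09, adjusted p = 0.00446 from edgeR), and *Taldo1* and *Gpi1*, which were chosen after their values were seen, at -0.24 and -0.14. *Gpi1* lost its call in edgeR without any 1 of CV1, CV2, CV3, CL3, CL6, SV2, SV4, SV6, SL1, SL2 or SL6 (adjusted p = 0.0502 to 0.0666), and *Hk1* and *Pfkm* lost theirs without the 4 Con libraries (log2 fold changes 0.16 and -0.28, adjusted p = 0.0686 and 0.0538). The counts turned to 4 higher and 8 lower with library sizes as the only scaling and to 2 higher and 4 lower without the 4 Con libraries, and 4 genes were higher without the Str library SL2.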

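Some genes of the hypoxia response and of the wound response of epithelia were higher in Str IECs, with *Ly6a* and *Itgb6* among the latter. *Ly6a*, which encodes a surface protein of regenerating epithelium, rose from 48.9 ± 8.56 CPM in Con to 148 ± 58.3 CPM in Str (mean ± SD, n = 10 mice per group), a log2 fold change of 1.6 (SE 0.20, adjusted p = 2.29e-05 from edgeR). *Itgb6*, an integrin gene of wounded epithelium, rose from 71.8 ± 8.28 to 111 ± 17.3 CPM, a log2 fold change of 0.63 (SE 0.08, adjusted p = 3.21e-05 from edgeR), and *Egfr*, which encodes the receptor of epidermal growth factor, had one of 0.42 (SE 0.07, adjusted p = 0.000345 from edgeR). Of 26 measured genes of the wound response, 8 were higher, 2 were lower and 16 did not pass in edgeR (9 higher and 3 lower when adjusted over the list alone). As a set they were higher in camera (adjusted p = 0.0282, against adjusted p = 0.284 with an estimated correlation, and adjusted p = 0.0640 without the 4 Con libraries that hold liver transcripts). The lower members, *Krt7*, a keratin gene, and *Clu*, which encodes the chaperone clusterin, were chosen after their values were seen and had log2 fold changes of -0.27 (SE 0.05, adjusted p = 0.00125) and -0.47 (SE 0.14, adjusted p = 0.0238) in edgeR. *Clu* did not pass without the Con library CL1 (adjusted p = 0.0502 from edgeR) or without the 4 Con libraries (adjusted p = 0.171).
Of 29 measured genes of the hypoxia response, 5 were higher, 2 were lower and 22 did not pass in edgeR (7 higher and 2 lower when adjusted over the list alone), and 3 were higher without the 4 Con libraries. In camera the set was higher (adjusted p = 0.00543, against adjusted p = 0.323 with an estimated correlation, and adjusted p = 0.0539 without the 4 Con libraries). *Pfkfb3* was the higher member of smallest adjusted p. *Ak4*, which encodes a mitochondrial adenylate kinase, had a log2 fold change of 0.67 (SE 0.14, adjusted p = 0.00216 from edgeR), and *Ero1l*, which encodes an oxidase of the endoplasmic reticulum, one of 0.31 (SE 0.07, adjusted p = 0.00420 from edgeR). *Hif1a*, which encodes the oxygen-regulated subunit of the hypoxia-inducible factor, and *Egln3*, which encodes a prolyl hydroxylase that marks it for degradation, were chosen after their values were seen and had log2 fold changes of 0.46 (SE 0.11, adjusted p = 0.00667) and 0.53 (SE 0.14, adjusted p = 0.0125) in edgeR. The lower members were *Mxi1*, at -0.28 (SE 0.06, adjusted p = 0.00465 from edgeR), and *Ndrg1*, chosen after its values were seen, at -0.34 (SE 0.10, adjusted p = 0.0222 from edgeR). Without the 4 Con libraries *Ero1l*, *Egln3* and *Ndrg1* did not pass in edgeR (log2 fold changes 0.26, 0.44 and -0.34, adjusted p = 0.0562, 0.118 and 0.0977).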

Further network visualizations using the GO:BP and KEGG pathways revealed Str-induced coordinated metabolic, hypoxia, wounding response and cytokine-mediated signaling pathways (among others) that corresponded to enhanced immune and antimicrobial signaling (FDR p < .05; Figure S2a-b). Lastly, we confirmed that protein levels of the antimicrobial peptide “regenerating islet-derived protein 3-β” REG3β (encoded by *Reg3b*) reflected changes in IEC gene expression via immunofluorescence (p < .05; Figure 1(d)).

**Figure 1.**
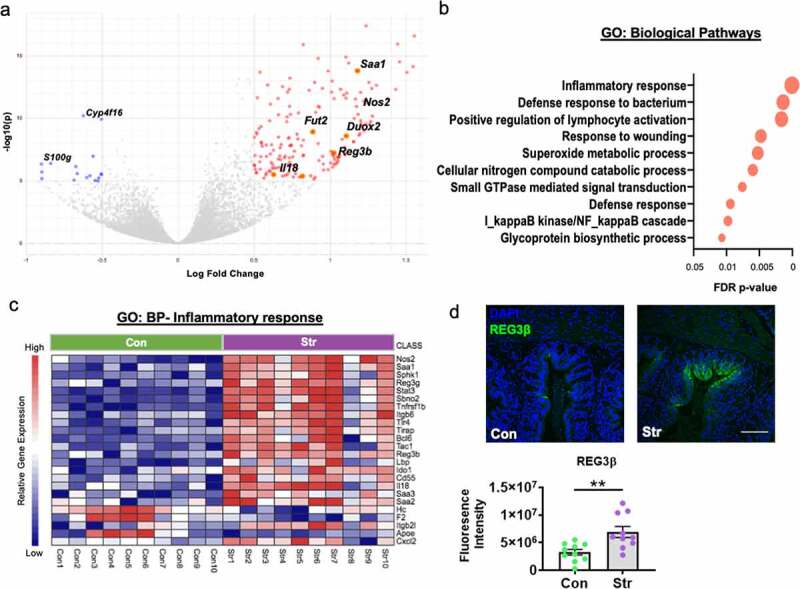
Stress shifts IEC transcription toward heightened inflammation, ROS production and antimicrobial defenses. (a) Volcano plot based on differential expression analysis (DESeq2) from RNA sequencing data reveals broad modifications to colonic IEC (EPCAM+, CD45-) gene expression in response to social stress (Con vs. Str [n = 10/group]; 166 genes upregulated by Str (red), 16 downregulated by Str (blue); Log Fold Change>0.5, Adjusted p < 10^−5^. (b) Differential pathway analysis (NetworkAnalyst (23) of RNA sequencing data indicated Str-induced upregulation in pathways (Gene ontology: Biological Pathways [GO:BP]) related to immune, ROS and anti-microbial defense signaling, among others (Top ten shown; FDR p < .05) (c) Heatmap of significantly altered genes (Con [green] vs. Str [purple]) within the GO:BP Inflammatory response pathway (Adjusted p < 10^−5^) (d) Immunofluorescence staining confirms upregulation in protein levels of the antimicrobial peptide “regenerating islet-derived protein 3-beta” (REG3β), in the colon of Str-exposed mice, * = p < .05, n = 10/group. Scale bar = 100 µM.

### Stress disrupts the colonic mucus layer concomitant to signs of systemic bacterial translocation

We next explored the potential source of enhanced inflammatory and antimicrobial signaling observed in IECs. In the colon, a two-tiered mucus layer maintains a biophysical barrier that prevents excessive bacterial adhesion to IECs and abnormal infiltration into host tissue.^23,24^ In addition to signs of microbial signaling, we also observed increased expression of genes involved in mucin/glycoprotein biosynthesis within stressor-exposed IECs (DESeq Adj p < 10^−5^; Figure 2(a)). Therefore, we next asked whether structural changes to the colonic mucus layer may also occur as a result of stress. 

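Some genes for transmembrane mucins and for enzymes that add sugars to mucins were higher in Str IECs, *Muc13* and *Fut2* among them. *Muc13*, which encodes an abundant mucin of the epithelial surface, rose from 2113 ± 209 CPM in Con to 3654 ± 772 CPM in Str (mean ± SD, n = 10 mice per group), a log2 fold change of 0.79 (SE 0.10, adjusted p = 3.21e-05 from edgeR). *Muc1*, another transmembrane mucin gene, rose from 3.93 ± 1.06 to 7.09 ± 1.59 CPM, a log2 fold change of 0.85 (SE 0.15, adjusted p = 0.000548 from edgeR). *Fut2*, which encodes the fucosyltransferase of the terminal mucus sugar fucose, rose from 77.9 ± 7.30 to 160.1 ± 55.5 CPM, a log2 fold change of 1.04 (SE 0.15, adjusted p = 0.000115 from edgeR), with all 10 Str libraries above the highest Con library. On GRCm38, *Muc13* lies on chromosome 16 from 33794037 to 33819934 and *Fut2* on chromosome 7 from 45648591 to 45666394. *B3galt5*, a galactosyltransferase gene, had a log2 fold change of 1.00 (SE 0.12, adjusted p = 1.30e-05 from edgeR). The sialyltransferase genes *St8sia1* and *St8sia5* had log2 fold changes of 2.02 (SE 0.30, adjusted p = 0.000104) and 2.28 (SE 0.29, adjusted p = 2.35e-05) in edgeR at levels of 2.41 ± 1.21 and 11.9 ± 5.44 CPM in Str. Transcript levels do not show if these enzymes act on mucins or on other molecules that carry sugars. *Muc2*, which encodes the gel-forming mucin of the colonic mucus and was chosen after its values were seen, did not pass, with a log2 fold change of -0.10 (SE 0.10, adjusted p = 0.550 from edgeR).
Of 44 measured genes of mucins and their glycosylation, 15 were higher, 5 were lower and 24 did not pass in edgeR (17 higher and 8 lower when adjusted over the list alone). The paper names 7 of the 44 from the same libraries, and of the other 37 members 8 were higher and 5 were lower. The lower members, all chosen after their values were seen, were *St6galnac2*, *C1galt1c1*, *Galnt7*, *Galnt5* and *Galnt10*, with log2 fold changes of -0.31, -0.20, -0.14, -0.14 and -0.13. As a set the 44 genes were higher in camera (adjusted p = 0.0344, against adjusted p = 0.363 with an estimated correlation). That call was lost without the Con library CV3 (adjusted p = 0.0565 from camera), the Con library CV4 (adjusted p = 0.0570), the Str library SL1 (adjusted p = 0.0546) or the 4 Con libraries that hold liver transcripts (adjusted p = 0.104), and without the Str library SL5 the lower members became 9. *Galnt10* lost its call in edgeR without any 1 of CV1, CV2, CV3, CV6, CL2, CL3, CL6, SV2, SV4, SV6, SL1, SL2 or SL6 (adjusted p = 0.0534 to 0.0735), and *Galnt7*, *Galnt5* and *Galnt10* lost theirs without the 4 Con libraries (log2 fold changes -0.13, -0.14 and -0.14, adjusted p = 0.0708, 0.0624 and 0.0862).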

In a separate cohort of Str-exposed and Con mice (n = 12/group), we used fluorescence in situ hybridization targeting endogenous bacteria (FISH; EUB338-Cy3) alongside lectin-based staining of the terminal mucus sugar, fucose (UEA1-fluorescein), to visualize potential changes to the integrity of the colonic mucus layer relative to the endogenous microbiota (Figure 2(b)). Using qualitative and quantitative scoring systems, we found that 6 d of Str induced a significant disruption to overall mucosal integrity alongside a concurrent reduction in inner mucus layer thickness (p < .05; Figure 2(c-d)). While an intact layer with clear separation between the microbiota and IECs was observed in unstressed-control mice, Str-exposed mice exhibited a thinner, more porous and unstructured outer mucus layer with increased evidence of bacterial penetration into the inner mucosal layer (Figure 2(b-d)). This included evidence of bacterial adhesion to IECs in Str-exposed mice, which rarely occurred in Con mice (Figure S3a). Next, we explored whether Str initiated changes to goblet cell density (the primary mucus producing cell in the colon). However, no changes to total goblet cell number or density per crypt were observed in response to Str (Figure S3b-c). Nevertheless, alongside evidence of bacterial penetration within colonic tissue, Str-exposed mice exhibited higher levels of serum lipopolysaccharide-binding protein (LBP) compared to Con mice, indicating bacterial translocation occurs in parallel to colonic mucus disruption (p < .05; Figure 2(e)).

**Figure 2.**
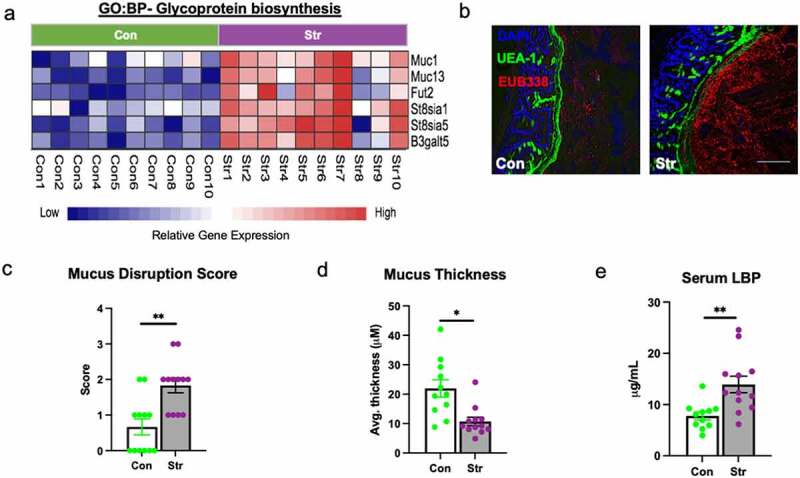
Stress disrupts the colonic mucus layer. (a) Heatmap of significantly altered IEC genes (Con [green] vs. Str [purple], n = 10/group) involved in glycoprotein biosynthesis as determined by RNA sequencing pathway analysis (GO:BP, DeSeq2 confirmed; p < 10^−5^). (b) Representative FISH staining of total bacteria (EUB-338-Cy3), lectin-based fluorescence staining targeting terminal fucose sugars on mucins (UEA1- fluorescein; fucose) and host nuclei staining (DAPI) within colons of Con and Str-exposed mice. (c) Colonic mucus integrity score in response to Str (0 = normal mucus thickness with bacterial adherence only on outer mucus layer, 1 = normal mucus thickness and integrity with minor bacterial penetration to inner mucus layer, 2 = moderate outer mucus layer depletion with moderate bacterial penetration to inner mucus layer, minor evidence of bacterial adherence to epithelial layer, 3 = moderate depletion of outer and inner layer integrity with high bacterial penetration to inner mucus layer and moderate bacterial adherence to epithelium, 4 = major mucus depletion of outer and inner layer with substantial bacterial adherence to epithelium). (d) Inner mucus layer thickness (Avg thickness (µM) measured over 5 crypt regions). (e) Serum lipopolysaccharide-binding protein (LBP) concentrations (µg/mL). Scale bar = 100 µM, n = 12/group, * = p < .05.

### Stress-induced changes to the epithelial transcriptome is dependent on an intact microbiota

In light of combined evidence of altered mucus integrity and elevated signs of direct bacterial signaling within IECs, we next aimed to establish whether the presence of the gut microbiota was essential for mediating the IEC response to Str. First, we exposed a separate and independent cohort of CONV-R mice with an intact microbiota to the social defeat stressor (n = 9/group). Using rt-PCR we confirmed that expression of a set of 6 genes (representative of the most altered pathways in the RNA-sequencing dataset: *Reg3b* (defense response to bacterium), *Duox2 and Nos2* (superoxide metabolic processes), *Fut2* (glycoprotein biosynthesis), *Saa1* and *Il18* (inflammatory response) were altered in IECs in response to Str (p < .05; Figure 3(a)). However, when we exposed germ-free mice (GF; n = 9/group) to the social defeat stressor, analysis of these same genes revealed an IEC transcriptional profile entirely unresponsive to the Str (p > .05 for all genes; Figure 3(b)). In addition to lack of differences in IEC expression profiles in response to Str, GF mice did not exhibit any changes to Str serum LBP compared to Con mice (p < .05; Figure S4). GF mice have an altered mucosal layer and IEC physiology compared to mice that are born with an intact microbiota (CONV-R). This is highlighted by an overall lower expression of ROS (*Duox2* and *Nos2*) inflammatory (*Saa1*) and antimicrobial (Reg3b) genes in GF vs CONV-R mice (p < .05; Figure S4b). In light of this distinctive physiology of GF mice, we deemed it necessary to also examine IEC transcriptional responses to stress in CONV-R mice exposed to a broad spectrum antibiotic cocktail (Abx) that we had previously determined to reduce immunogenicity of the distal gut microbiome using a TLR5 cell reporter assay (p < .05; Figure S4C). Similar to what was observed in GF mice, we did not observe a stress-induced upregulation of genes involved in ROS production, antimicrobial defense or innate inflammation in mice treated with Abx throughout the 6 ds of the Str paradigm (Figure 3(c)). In fact, in mice treated with Abx, IEC expression of *Saa1* and *Il18* were significantly reduced by Str, albeit through currently unknown mechanisms.

**Figure 3.**
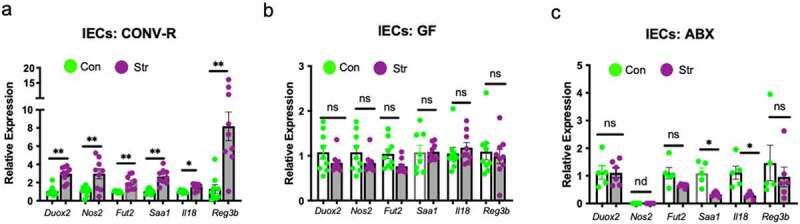
Stress-induced modifications to IECs are dependent on an intact gut microbiota. RT-PCR was used to analyze the expression of a select set of genes representing ROS-generating (*Duox2, Nos2*), mucus regulating (*Fut2*), innate inflammatory (*Saa1, Il18*) and antimicrobial (*Reg3b*,), signaling pathways within IECs (EpCAM+ CD45-) isolated from (a) **c**onventionally-raised (b) germ-free and (c) broad spectrum antibiotic treated C57Bl/6N mice exposed to Con or Str conditions. n = 6–9/group; ns = not significant at p > .05, * = p < .05, ** = p < .01, *** = p < .001. nd = not detected.

### Stress-Induced IEC Duox2 and Nos2 relies on microbial and host signals

Despite no transcriptional changes of key IEC stress-response genes in GF mice, we deemed it reasonable that endogenous host stress signals may still play a role in mediating IEC physiology, albeit in combination with microbial signals. To explore this hypothesis, we exposed another cohort of GF mice to an identical social disruption paradigm (Str) followed by IEC isolation and culture for 2 h. Cultured IECs were then subjected to an additional 2 h of immune challenge with bacterial-derived lipopolysaccharide (LPS) or flagellin (FLG) before RNA isolation and gene expression analysis. In analyzing a subset of 6 genes in IECS that were altered by Str in CONV-R, we found that dual oxidase 2 (*Duox2*) and nitric oxide synthase 2 (Nos2), two genes involved in ROS production, were primed by Str to over-respond to FLG and LPS challenges, respectively (Stress x LPS/FLG p < .05, Figure 4(a),). Stress exposure did not affect the response of other selected genes (*Fut2, Saa1, Il18, RegIIIb*) to an *ex vivo* challenges (Str x LPS/FLG, p > .05; Figure 4(a), Table S1). We reasoned that a Str-induced increase in the expression of toll-like receptor-4 (TLR)-4 (the canonical host receptor for LPS) or toll-like receptor-5 (TLR)-5 (the canonical host receptor for FLG) may underlie the potentiation of *Duox2* or *Nos2* expression by Str. However, we failed to find any significant Str-induced changes to IEC expression of *Tlr4* or *Tlr5* at baseline or in response to an *ex vivo* bacterial challenge in GF mice (Str x LPS/FLG p > .05; Figure S5a). To determine if these host-microbiota interactions were dependent on an intact microbiota *in-vivo*, we next used identical stress and *ex vivo* methods in CONV-R mice, focused on IEC expression of the same target genes described above. Unlike in GF mice, we did not observe any interactions of Str and *ex vivo* immune challenge on IEC gene expression in CONV-R mice. Nevertheless, we again observed strong main effects of Str on expression of *Duox2 and Nos2 (*as well as *Fut2, Saa1 and Reg3b)* across all *ex vivo* conditions (p < .05; Figure S5b and Table S2). We deemed it possible that the difference in GF and CONV-R mice responses to FLG and LPS challenge may be related to Toll-like receptor expression in IECs. However, we failed to find any differences in IEC *Tlr4* or Tlr5 expression in GF vs CONV-R mice (Figure S5c). In light of the unique sensitivity of *Duox2* to Str and *ex vivo* challenges, we next investigated whether colonic DUOX2 protein mimicked gene expression changes. Indeed, immunofluorescence of colonic tissue revealed higher levels of colonic DUOX2 protein expression in Str mice, with notable fluorescence signaling observed on the luminal side of the epithelium (p < .05; Figure 4(b)).

**Figure 4.**
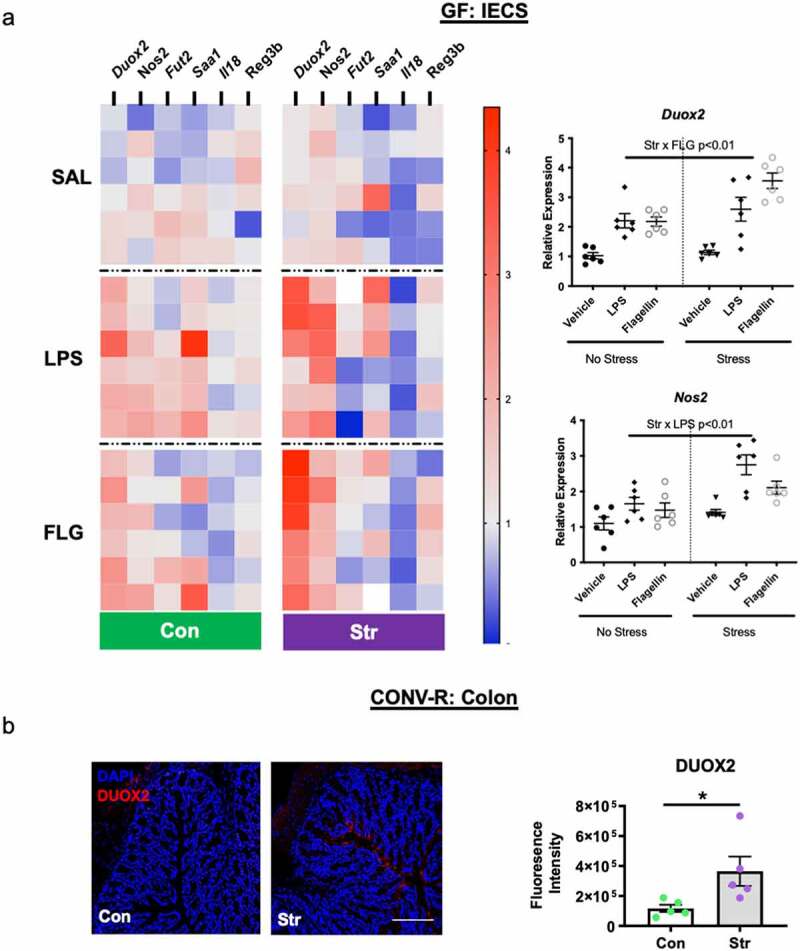
IECs are primed by host stress signals to respond to immunogenic bacterial components. IECs (EpCAM+, CD45-) isolated from germ-free (GF) Str-exposed and Con mice (n = 6/group) were cultured *ex vivo* before exposure to a vehicle (VEH-phosphate-buffered saline), lipopolysaccharide (E. coli LPS [1 μg/mL]) or flagellin (*S. typhimurium*-ultrapure FLG [200 ng/mL]) challenge for 2 h. (a) Heatmap representing relative gene expression of GF IECs exposed *in vivo* stress (Str) and *ex vivo* bacterial (LPS/FLG) challenge. Significant Str x LPS/FLG interactions (p < .01) were found for *Duox2* and *Nos2*. For clarity, these data are re-represented in separate figures to the right of the heatmap. See *Table S1* (GF) and *Table S2* (CONV-R) for all means ± SEM and p-values for *ex vivo* experiments. (b) Representative images and quantification of DUOX2 protein expression from Con and Str conventionally-raised (CONV-R) mice (n = 6/group). Scale bar = 100 µM; * = p < .05.

### Stress modifies gut microbiota composition parallel to IEC transcriptional changes

Changes to epithelial physiology have been linked to gut microbiota dysbiosis.^15,25^ Thus, we next explored the potential that stressor-induced augmentation in IEC genes (related to inflammation, and antimicrobial and ROS generation) would associate with changes to microbiota composition. To accomplish this, we implemented 16S rRNA gene sequencing to analyze the colonic microbiome of mice from our initial IEC RNA sequencing experiment. Using principle coordinate analysis (unweighted UniFrac), we confirmed the previous findings of our laboratory^10,26^ and others’^27,28^ that stress exposure induces a broad and significant shift to colonic microbiome community structure (ADONIS p < .05; Figure 5(a)). Further taxonomic analysis revealed numerous bacterial genera altered by stress, including a robust increase in relative abundance of *Muribaculaceae, Enterorhabdus, Marvinbryantia*, and *Candidatus Arthromitus* that occurred alongside a significant decrease in the abundance of genera from the *Lachnospiraceae* family (FDR p < .05; Figure 5(b)). Out of these differentially altered bacteria, we noted that the abundance of *Muribaculaceae* (the most upregulated taxa) covered a wide range within Str-exposed mice (4–52% of total bacteria). In light of this variation, as well as the known communication between IECs and the microbiome, we returned to the RNA sequencing data to determine if the abundance of *Muribaculaceae* was related to IEC expression profiles. 

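Within the Str group, *Duox2*, which encodes the dual oxidase that releases hydrogen peroxide, and *Duoxa2*, which encodes its maturation factor, varied together across the 10 mice. *Nos2*, which encodes iNOS, was low in the same Str libraries, SV5 and SL4, in which *Duox2* was low. Correlations were computed on log2 CPM over the 10 Str libraries for these 3 pairs, each with a 2-sided permutation test of 100000 resamples and Benjamini-Hochberg adjustment over the 3 pairs. For *Duox2* and *Duoxa2*, Pearson's r was 0.966 (p = 0.000190, adjusted p = 0.000570) and Spearman's rho 0.806 (p = 0.00715, adjusted p = 0.0214) by permutation. For *Duox2* and *Nos2*, Pearson's r was 0.904 (p = 0.00565, adjusted p = 0.00847) and Spearman's rho 0.588 (p = 0.0809, adjusted p = 0.121) by permutation. For *Duoxa2* and *Nos2*, Pearson's r was 0.864 (p = 0.0126, adjusted p = 0.0126) and Spearman's rho 0.479 (p = 0.167, adjusted p = 0.167) by permutation.
Without the Str libraries SV5 and SL4, the 2 farthest from the median of *Duox2* and of *Duoxa2*, r over the 8 remaining libraries was 0.764 for *Duox2* and *Duoxa2* (adjusted p = 0.0833, exact permutation test), 0.392 for *Duox2* and *Nos2* (adjusted p = 0.498, exact permutation test) and 0.0881 for *Duoxa2* and *Nos2* (adjusted p = 0.825, exact permutation test). None of the 3 passed, but leaving out the libraries that are extreme in 1 gene of a pair narrows its range and lowers r by itself. Without SV5 alone or SL4 alone r of both pairs with *Nos2* passed (adjusted p = 0.0461 or less, exact permutation test). Spearman's rho of *Duox2* and *Duoxa2* did not pass without any 1 of the Str libraries SV5, SV6, SL2 or SL4 (rho = 0.733, adjusted p = 0.0934 each, exact permutation test), while without the Str library SV1 rho of *Duox2* and *Nos2* was 0.900 and that of *Duoxa2* and *Nos2* 0.750 (adjusted p = 0.00608 and 0.0311, exact permutation test). Within the 5 Str libraries of each letter, which was chosen after the values were seen, r of *Duox2* and *Duoxa2* was 0.993 in V and 0.991 in L (adjusted p = 0.0250 and 0.0333, exact permutation test). For *Duox2* and *Nos2* it was 0.815 and 0.981 (adjusted p = 0.158 and 0.0333), and for *Duoxa2* and *Nos2* 0.845 and 0.976 (adjusted p = 0.158 and 0.0333, exact permutation test). The *Muribaculaceae* abundances of these mice were not analysed here.

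**Figure D4:**
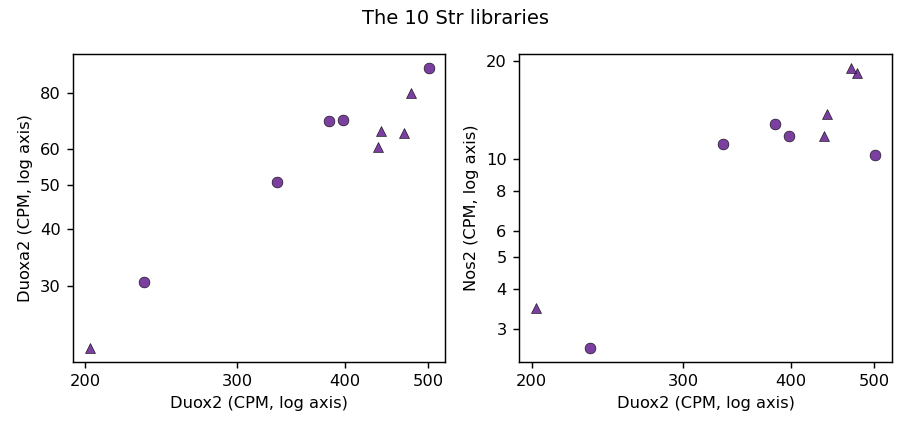
CPM of *Duox2* against CPM of *Duoxa2* and of *Nos2* in the 10 Str libraries, all on log axes (circles, V libraries, triangles, L libraries). The 2 libraries at the lower left of both panels are SV5 and SL4.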

Among 182 differentially expressed genes in IECs (Con vs. Str, adj p < 10^−5^), we found that the expression of both *Duox2* and *Duoxa2* (a gene encoding the maturation protein for DUOX2), as well as *Nos2*, were associated with *Muribaculaceae* abundance (Spearman rho > 0.63, p < .05; Top 20 differentially expressed IEC genes vs. *Muribaculaceae* shown in Figure 5(c-d)).

**Figure 5.**
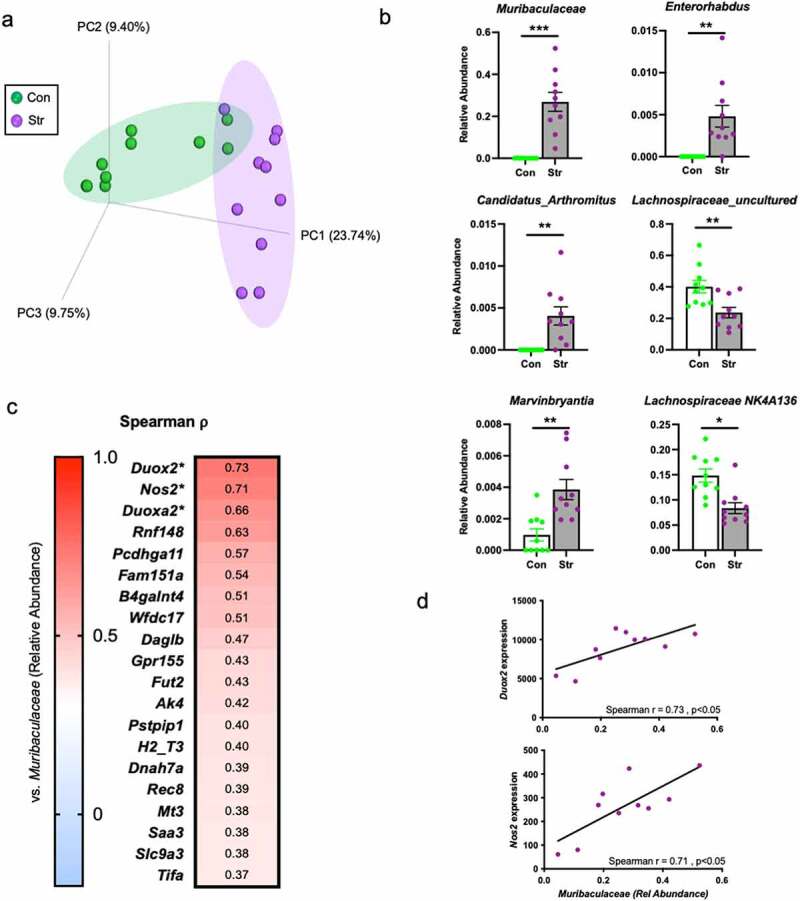
Stress modifies gut microbiota composition concomitant to changes in host epithelium. (a) Principle coordinates analysis based on the unweighted UniFrac distance metric reveals a robust shift in colonic microbiome composition in response to Str (ADNOIS p < .05). (b) Bacterial genera significantly altered by Str exposure (top six altered differentially abundant genera shown). (c) Spearman rho (ρ) correlation coefficients relating *S24-7* abundance to IEC expression profiles (within Str group only; top 20 out of 183 differentially expressed genes shown). (d) *S24-7* relative abundance positively associates with IEC *Duox2* and *Nos2* expression (within Str group only). *** = FDR p < .001, ** = FDR p < .01, * = FDR p < .05.

### Stress-induced modifications to gut microbiota function and activity reflects adaptations to IEC ROS generation

DUOX2 produces hydrogen peroxide (H_2_O_2_), a ROS that, if produced at high levels, can be toxic to colonic anaerobic bacteria that do not contain the H_2_O_2_ degrading enzyme, catalase.^29,30^ Thus, in light of the strong parallels between *Duox2* and *Duoxa2* expression and gut microbiome composition, we next aimed to establish whether Str (n = 3/group) would shift the function of the microbiota toward a state of increased resistance to ROS production by IECs. Using metagenomic sequencing of distal colonic contents, we observed a Str-induced trend for increased overall catalase gene copy abundance, primarily mapping to *Bacteroides* and *Parabacteroides* genera (p = .10; Figure 6(a)). Given this tendency, we next considered whether catalase enzyme activity would also increase as a result of Str. Indeed, in an independent cohort of mice exposed to the Str paradigm (n = 5/group), we found augmented catalase activity within the colonic luminal contents of Str-exposed mice compared to Con mice (p < .05; Figure 6(b)).

**Figure 6.**
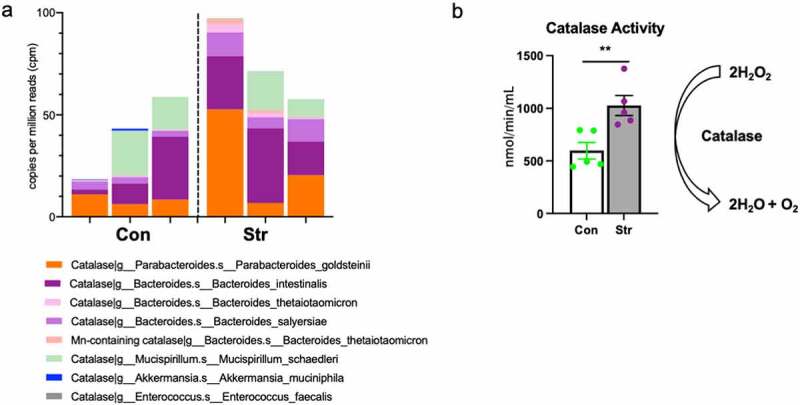
Stress modifies gut microbiota catalase gene abundance and enzyme activity. (a) Relative abundance of catalase gene content observed across bacterial taxa in colonic contents of Con and Str mice (n = 3/group). (b) Colonic luminal content catalase activity (nmol/min/mL) is upregulated in Str vs. Con mice (n = 5/group). * = p < .05, ** = p < .01.

## Discussion

Exposure to psychological stress alters the microbiota and predisposes individuals to increased risk of enteric infections and bowel diseases and conditions.^1–3,9,20,31,32^ However, stressor-induced modifications to the gut microbiota and gastrointestinal health have not been surveyed in context of intestinal epithelial cells (IECs), which have a unique role in: 1) maintaining a physical barrier between microbe and host, 2) relaying microbial signals to the immune system, and 3) producing bioactive molecules that subsequently modify the gut microbiota.^33–35^ In this study, we provide evidence that a mouse model of social defeat stress (Str) results in broad and physiologically relevant shifts to IEC physiology, underscored by an upregulation in antimicrobial, pro-inflammatory, and ROS-generating pathways that occur concomitantly to mucosal disruption, signs of systemic bacterial translocation, and functional changes to the gut microbiota.

Evidence of coordinated antimicrobial and immune signaling was present in Str-exposed IECs. This was apparent by transcriptional network analysis, which revealed an IEC gene signature supporting heightened innate immune signaling downstream of toll-like receptor (TLR) and nucleotide-binding oligomerization domain-like receptor (NLR) pathways. Constitutively expressed bacterial components such as LPS, FLG, and muramyl dipeptides bind TLRs and NLRs to activate the NFκB pathway, which ultimately enhances the expression of genes involved in innate immune signaling and ROS generation, such as *Saa1, Nos2* and *Duox2*.^36^ This enhancement in IEC TLR/NLR-to-NFκB signaling likely has important implications for understanding how stress predisposes to enteric infection and inflammatory bowel disease. Indeed, studies have demonstrated that hyperactivation of the NFκB pathway contributes to aberrant inflammatory responses to enteric infection and colitis.^37,38^ In addition, recent data from our laboratory showed that ablation of the classical NFκB pathway in IECs conferred increased host protection against a colonic *Citrobacter rodentium* infection challenge.^19^ This is in contrast to stress, which exacerbates *C. rodentium* infection.^3,20,21^ Further studies are needed to unravel the mechanistic underpinnings of IEC NFκB signaling in response to stress and its potential role in mediating gastrointestinal infection and/or inflammatory bowel disease.

Under homeostatic conditions, the colon relies on two mucus layers to provide biochemical and physical protection against aberrant microbial signaling.^23^ We found that stress reduced the thickness and disrupted the integrity of these mucus layers. Morphological changes to the mucus coincided with altered transcription of genes involved in glycoprotein biosynthesis (e.g. *Muc1, Muc13*) and mucin glycosylation (e.g. *Fut2, St8sia1*) in IECs. While mechanisms underlying stress-induced mucus disruption remain unknown, it is important to note these transcriptional and morphological changes did not occur in GF mice, highlighting a key role of an intact microbiota in modifying the mucus layer during Str. Indeed, other research has identified specific members of the microbiota, such as *Bacteroides thetaiotamicron*, that are directly responsible for modifying mucus integrity and barrier function,^39,40^ some of which are associated with mucus disruption during inflammatory bowel diseases like ulcerative colitis and Crohn’s disease.^40,41^ In this study, it is feasible that *Muribaculaceae*, which was highly upregulated by stress and was recently found to exhibit robust mucus degrading properties,^42^ may be driving changes to mucus integrity and bacterial translocation observed in response to stress. Indeed, our data coincide with previous reports of social stress-induced bacterial translocation^20,43^ and highlight the need for further research into the role of colonic mucosal integrity as a mechanism by which endogenous microbes (or immune-stimulating bacterial components) reach host circulation during stress. Future studies using gnotobiotic models (monocolonization or multi-strain colonization) will be needed to help ascertain the specific microbes responsible for stress-induced IEC transcriptional responses, mucosal layer degradation and barrier disruption.

It is likely that exogenous signals, in addition to direct microbial stimulation, contribute to increased activity of IECs. This includes Reg3b and Reg3g, antimicrobial C-type lectins whose transcription activity within IECs are strongly upregulated by exogenous signals.^44,45^ While not a focus of this study, cytokines released in response to bacterial signaling by local immune cells (e.g. innate lymphoid cells & Th17 cells) can activate anti-microbial defense pathways in epithelial cells.^46,47^ 

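Most measured genes of the JAK/STAT3 pathway and its targets were higher in Str IECs. Of 29 measured, 18 were higher and 11 did not pass in edgeR (19 higher when adjusted over the list alone). As a set they were higher in camera (adjusted p = 1.81e-11, against adjusted p = 0.0596 with an estimated correlation). The paper names 9 of the 29 from the same libraries, so the count is not independent evidence of its direction, and of the other 20 members 9 were higher. *Il6st*, which encodes gp130, the signaling chain shared by receptors of the IL-6 family, had a log2 fold change of 0.47 (SE 0.05, adjusted p = 1.05e-05 from edgeR). *Sbno2*, a target of STAT3, rose from 84.4 ± 7.08 CPM in Con to 183 ± 52.4 CPM in Str (mean ± SD, n = 10 mice per group), a log2 fold change of 1.11 (SE 0.13, adjusted p = 1.10e-05 from edgeR). *Socs3*, which encodes the feedback inhibitor of STAT3 and was chosen after its values were seen, rose from 27.6 ± 4.76 to 98.8 ± 51.0 CPM, a log2 fold change of 1.84 (SE 0.24, adjusted p = 3.24e-05 from edgeR). *Il22ra1* and *Il17ra*, which encode receptor chains of IL-22 and IL-17 and were chosen after their values were seen, did not pass, with log2 fold changes of -0.05 (SE 0.10, adjusted p = 0.790) and -0.02 (SE 0.14, adjusted p = 0.945) in edgeR.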

In support of this, our transcriptome data revealed Str-induced gene transcription profiles centered around activation of the Janus kinase/Signal transducer of activated transcription factor-3 (JAK/STAT3) pathway, which is activated downstream of IL-22 and IL-17 (among other cytokines) and is the primary route of *Reg3b* and *Reg3g* transcription in IECs.^48^ The specific effects of stress on the colonic immune cell niche, however, remains understudied. Nevertheless, our network analysis of IEC expression profiles revealed Str-induced upregulation in genes involved in Th17 differentiation (e.g. *Saa1/3*), highlighting a potential role of IECs in driving local changes to the innate and adaptive immune cell compartments, which may ultimately feedback to control IEC physiology.^35^ 

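Within the list of epithelial signals to Th17 cells and type 3 innate lymphoid cells (ILC3), the serum amyloid A genes were higher in Str IECs together with *Il18*, *Nos2* and *Duox2*. *Saa3* rose from 0.526 ± 0.217 CPM in Con to 1.24 ± 0.582 CPM in Str (mean ± SD, n = 10 mice per group), a log2 fold change of 1.23 (SE 0.26, adjusted p = 0.00216 from edgeR), and lies on chromosome 7 from 46711998 to 46715700 of GRCm38. *Saa2* rose from 0.489 ± 0.167 to 1.02 ± 0.400 CPM, a log2 fold change of 1.05 (SE 0.23, adjusted p = 0.00349 from edgeR). *Saa1* and *Saa2* are near-identical paralogs, so the split of reads between them, and with it the value of *Saa2*, is uncertain. Of 12 measured members, 6 were higher and 6 did not pass in edgeR (7 higher when adjusted over the list alone). As a set they were higher in camera (adjusted p = 4.47e-05, against adjusted p = 0.0596 with an estimated correlation). The 6 higher members are all genes that the paper names from the same libraries, so their count is not independent evidence of its direction.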

Future studies will need to delineate the mechanisms and implications of an immune-epithelial cell axis in response to stress.

In germ-free mice IEC *Duox2* and *Nos2* expression (while unchanged at baseline) were uniquely primed by host stress signals to respond to bacterial (Flagellin and LPS) challenge. *Duox2* encodes DUOX2 protein, which is a member of the NAD(P)-H dependent oxidase family that is highly expressed on IECs and is the primary contributor of host hydrogen peroxide (H_2_O_2_) production in the mammalian GI tract.^49,50^ *Nos2* encodes inducible nitric oxide synthase (iNOS), an enzyme that produces nitric oxide (NO) in response to inflammatory signals. NO is a relatively weak free radical, but contributes to toxicity in the gut by forming peroxynitrite (NO_3_^−^).^51,52^ DUOX2 and iNOS mediated ROS and RNS production represent important antibacterial defense pathways within the mammalian colon.^15,53^ For example, DUOX2-mediated ROS generation was shown to be required for an adequate NOD2-mediated antimicrobial response to *Listeria monocytogenes* challenge.^25^ Meanwhile, iNOS mediated NO production limits growth of enteric pathogens such as *Salmonella Tymphimurium*.^54^ However, while acute DUOX2 and iNOS signaling appears important for antimicrobial defense to enteric pathogens, unabated and chronic ROS signaling may cause long-term disruption to the gut microbiota and the epithelial niche. This is supported by a growing body of literature linking chronic DUOX2 and iNOS signaling to inflammatory bowel disease (IBD) and microbial dysbiosis.^53,55,56^ For example, both colonic DUOX2 and iNOS are upregulated during the early onset IBD^57,58^ while DUOX2 is highly responsive to a dysbiosis microbiome isolated from IBD patients.^15^ Future studies that delineate the role of stress-induced modifications to DUOX2 and iNOS activity may help unravel the complex etiology of stress-associated inflammatory bowel diseases.

Catalase, an enzyme that speeds the breakdown of H_2_O_2_ into oxygen and water, represents a main line of bacterial defense against host-mediated ROS generation.^59^ However, catalase is not expressed by many commensal anaerobic microbes that reside in the colonic niche, leaving them vulnerable to excess ROS production.^60,61^ In the case of stress, we hypothesized that high production of H_2_O_2_ through enhanced DUOX2 signaling may deplete catalase deficient microbiota species. In line with this premise, we found that each taxa reduced by Str, including bacteria from *Lachnospiracae* family, are almost entirely catalase negative. Conversely, species within the most prominently upregulated taxa in response to stress, species from the family *Muribaculaceae* (previously named S24-7), expresses catalase.^62^ Based off of these findings, it is tempting to speculate that catalase-positive bacteria are able to survive Str-induced upregulation in DUOX2 activity and subsequent H_2_O_2_ production, whereas bacteria without the enzyme are depleted. Indeed our data showing increased catalase enzyme activity in the colonic lumen of Str-exposed mice support the idea that catalase-positive bacteria, regardless of taxonomy, bloom in response to Str. In fact, previous work in mice^26^ and in humans^4,9^ has shown that stress exposure is associated with increased abundance of *Bacteroides spp*. and *Parabacteroides spp*., oxygen tolerant anaerobic commensals found in the mammalian microbiome, both of which express catalase.^30^ In addition, IEC DUOX2 activity can promote a competitive niche for catalase-positive facultative anaerobes such as *E. coli* and *C. rodentium*, while inducing a hostile environment for commensals such as *Lactobacillus spp*.^14^ This is consistent with stress-induced reductions in *Lactobacillus spp*. abundance and increased *C. rodentium* colonization.^3,63,64^ Future studies are needed to further unravel how the microbiota and pathogens respond to enhanced ROS-generation by IECs during stress.

The effects of psychological stress on the mammalian gut and its microbiota are only beginning to be explored. In this study, we show that a mouse model of psychological social stress induces a robust and reproducible transcriptional signature within IECs indicative of enhanced pro-inflammatory, antimicrobial, and ROS signaling. These effects, which were reliant on an intact microbiota, manifested in morphological changes to the mucus layer and signs of bacterial translocation, underscoring the significance of the intestinal epithelial layer as a central component to stress physiology. We also uncovered a potential role of epithelial cells as mediators of gut microbiota function, evidenced by Str-induced increase in microbe-specific ROS detoxifying activity (catalase) that paralleled ROS-generating capacity of IECs. Together, our data uncover a maladaptation to psychosocial stress involving the gut microbiota and intestinal epithelial cells that provides a strong link to enteric infection and bowel disease manifestation.

## Materials and methods

### Animals

Adult male C57BL/6 NCrl strains of *Mus musculus* (Charles Rivers Laboratories, Wilmington, MA) between 6–8 weeks of age were used in the study. Animals were given *ad libitum* access to water and autoclaved chow throughout all experiments (12 h light cycle; lights on at 06:00). Separate cohorts of CONV-R mice were used in the following experiments: 1. IEC RNA sequencing (n = 10/group), 2. Mucosal integrity (n = 9/group), 3. DUOX2 IF staining (n = 6/group) 4. Metagenomics (n = 3/group) and 5. Catalase activity (n = 5/group). 6. broad spectrum antibiotics (n = 6/group). Germ-free mice (4 wks old) were purchased from Charles River. To prevent microbial contamination germ-free animals were kept in Sentry sealed positive pressure cages (Allentown, Allentown, NJ) for a 2-week acclimation period and over the course of the study. Germ free sterility was confirmed by following the standard contamination protocol used by the National Gnotobiotic Rodent Resource Center (NGRRC) at UNC-Chapel Hill (UNC). A separate cohort of GF mice were used for the following experiments: 1. IEC gene expression (n = 9/group) and 2. IEC *ex vivo* challenge (n = 6/group), totaling two separate cohorts of GF mice. All experimental procedures were conducted in the Animal Resources Core (ARC) facility at Research Institute at Nationwide Children’s Hospital or at the Animal Care Facility at the University of Illinois at Urbana-Champaign with the approval of the Research Institutional Animal Care and Use Committees at each institution (NCH-Protocol #AR15-00046 and UIUC-Protocol # 20241).

### Social disruption stressor

Social disruption stress (Str) was completed by placing an aggressor mouse (retired breeder C57BL/6NCrl) into the cage with 3 resident mice of the same strain for 2 h between 16:30–18:30 occurring at the end of the dark cycle. Str was deemed effective when resident mice exhibit subordinate behaviors as described previously.^26^ This protocol was repeated for 6 consecutive d with animal sacrifice and tissue collection occurring 12–15 h after the final stressor. These mice were closely monitored, but none of the mice needed to be removed for excessive wounding using criteria previously described (22). Mice in the control condition were not handled throughout the experiment. GF aggressors were checked for microbial contamination by PCR and culture in an identical manner to experimental mice.

### Antibiotic treatment

A broad-spectrum antibiotic cocktail (neomycin 40 mg/kg/day, ampicillin 33 mg/kg/day, metronidazole 21.5 mg/kg/day, vancomycin 4.5 mg/kg/day; Sigma-Aldrich) was provided in drinking water throughout the 6ds of the Str paradigm.

### Intestinal epithelial cell isolation and culture

Colons were removed from animals immediately after sacrifice, opened longitudinally, washed with PBS thoroughly and cut into 5 mm pieces. Tissue was then placed in a pre-digestion solution (1x HBSS, 5 mM EDTA, 1 mM DTT, 5% FBS with Antibiotic/Antimycotic solution (Sigma Aldrich, St. Louis, MO)) and rotated for 20 min at 37°C. After brief vortexing at high speed (10 s), the tissue homogenate was filtered with a 100 µM mesh filter with the resulting pass through (containing IEC fraction) placed on ice. The remaining colon pieces were placed in 20 mL of fresh pre-digestion buffer and rotated again. These steps were repeated 3 consecutive times with pass through stored on ice after each rotation to ensure adequate IEC removal from lamina propria. Next, single cell suspensions containing the IEC fraction were diluted to 10^8^ cells/mL in MACs buffer (0.5% BSA 2 mM EDTA) before being processed with the Miltenyi Dead Cell Removal Kit (Miltenyi Biotec, Auburn, CA) per manufacturer’s instructions. After a wash step, live cells were incubated with CD45 magnetic beads for 10 min before being passed through Miltenyi LS columns per manufacturer’s instructions. After an additional wash step, the CD45^−^ cell fraction (10^7^–10^8^ cells) was incubated with EpCAM^+^ beads for 10 min before again passing through LS columns per manufacturer instructions. Resulting cells were collected for RNA isolation. For *ex vivo* experiments, cells were plated in 24-well cell culture plates at 2 × 10^5^ cells/well and incubated (5% CO_2_) at 37°C for 2 h. Cells were then treated with saline (PBS), LPS (*E. coli* O55:B55 (1 µg/mL); Sigma Aldrich) or FLG (Ultrapure-*Salmonella typhimurium* (200 ng/mL); Invitrogen, San Diego, CA) and incubated at 37°C for another 2 h before RNA isolation.

### RNA sequencing

IEC RNA was isolated using the PureLink RNA Mini Kit (Thermo Fisher Scientific, Waltham, MA) according to manufacturer’s instructions. Following assessment of the quality of total RNA using Agilent 2100 bioanalyzer and RNA Nano Chip kit (Agilent Technologies, Santa Clara, CA), rRNA was removed from 2000 ng of total RNA with Ribo-Zero rRNA removal kit specific for Human/Mouse/Rat. To generate directional signal in RNA seq data, libraries were constructed from first strand cDNA using ScriptSeq^TM^ v2 RNA-Seq library preparation kit (Epicenter Biotechnologies, Madison, WI). Briefly, 50 ng of rRNA-depleted RNA was fragmented and reverse transcribed using random primers containing a 5’ tagging sequence, followed by 3ʹend tagging with a terminal-tagging oligo to yield di-tagged, single-stranded cDNA. Following purification by a magnetic-bead based approach, the di-tagged cDNA was amplified by limit-cycle PCR using primer pairs that anneal to tagging sequences and add adaptor sequences required for sequencing cluster generation. Amplified RNA-seq libraries were purified using AMPure XP System (Beckman Coulter, Brea, CA). Quality of libraries were determined via Agilent 2200 TapeStation using High Sensitivity D1000 tape and quantified using Kappa SYBR®Fast qPCR kit (KAPA Biosystems, Inc, Wilmington, MA). Approximately 60–80 million paired-end 150 np sequence reads were generated per sample using the Ilumina HiSeq 4000 sequencer.

### RNA-seq data analysis

Each sample was aligned to the GRCm38.p4 assembly of the mouse reference from NCBI using version of 2.5.1b of the RNA-Seq aligner STAR (http://bioinformatics.oxfordjournals.org/content/29/1/15). Transcript features were identified from the general feature format (GFF) file that came with the assembly from the NCBI. Feature coverage counts were calculated using HTSeq (http://www-huber.embl.de/users/anders/HTSeq/doc/count.html). The raw RNA-Seq gene expression data was normalized, and post-alignment statistical analyses and figure generation were performed using DESeq2 (http://genomebiology.com/2014/15/12/550) and analyzed by the open-source NetworkAnalyst 3 software.^22^ Variance and low abundance filters were set at 15 and 4, respectively. Samples were normalized to Log2-counts per million reads. Normalized read counts were then analyzed (Con vs. Str) by differential expression analysis based on the binomial distribution (DESeq2^65^) with significance set at Log_2_ Fold Change > 0.5 and an Adj p < 10^−5^. Over representation pathway (ORA) heatmap clustering, and network analysis was performed through NetworkAnalyst^22^ with significantly altered genes (DeSeq2 Adj p < 10^−5^) as input variables. Differences in pathway abundance were deemed significant at FDR p < .05 through NetworkAnalyst.

### Collection and processing for immunofluorescence and FISH staining

Immediately after sacrifice, sections of the mid-colon were collected (with intestinal contents left in place) and tissues were fixed by immersion in methanol Carnoy’s solution (60% methanol, 30% chloroform, 10% acetic acid) for 48–96 h, followed by two successive washes each in methanol for 35 min, ethanol for 30 min, and xylene for 25 min. Cassettes were then submerged in melted paraffin at 68°C for 1 h, removed, and kept at RT until sectioning. Paraffin blocks were cut into 4 µm-thick sections and deparaffinized prior to immunofluorescence or FISH/mucus staining. For cryosectioning (DUOX2 staining), samples were snap-frozen in Tissue-Tek O.C.T. compound (Andwin Scientific, Woodland Hills, CA) and immediately sectioned at 8 µm thickness on a cryostat.

### Immunofluorescence

Sections were deparaffinized in 100% xylene for 10 min and 50% xylene/50% ethanol for 5 min followed by successive 5 min washes in 100%, 95%, 75%, 50%, 25% and 0% EtOH/PBS solution. Slides were then placed in citrate buffer antigen retrieval solution (pH 6.0) with 0.5% Tween-20 in a 90°C water bath for 20 min. After allowing slides to cool in running H_2_O, slides were dried and incubated in permeabilization buffer (0.3% Triton-X, 1% BSA/PBS) for 30 min at room temperature followed by another 3 wash steps with PBS. Slides were then incubated in permeabilization buffer containing the primary REG3β antibody (1:250 dilution; R&D systems, Minneapolis, MN) overnight (16 h). After 3 consecutive washes, the slides were incubated in permeabilization buffer containing secondary antibody, anti-rabbit IgG-AlexaFluor 488 (1:500 dilution; Thermo Fisher Scientific), for 1 h in the dark. After an additional 3 washes (PBS), slides were dried and incubated with Prolong Gold Anti-Fade DAPI solution (Thermo Fisher Scientific) for 2 h in the dark prior to slide curation and imaging.

DUOX2 staining was completed on frozen sections as previously described.^15^ Briefly, thawed 8 µm sections were briefly fixed in 4% freshly prepared formaldehyde for 5 min, washed twice in PBS, and then blocked with 20% donkey serum in PBS. Primary pan-DUOX antiserum (1:1000; provided by Xavier De Deken’s laboratory) or normal rabbit IgG (control; Santa Cruz Biotechnology, Santa Cruz, CA) were applied to sections overnight at RT with slow rotation. After 3 consecutive washes anti-rabbit Alexa Fluor-568 conjugated antibodies (1:500; Thermo Fisher Scientific) were applied for 2 h before counterstaining with DAPI.

## FISH and mucus staining

Slides were deparaffinized by an initial incubation of slides at 60°C for 10 min and then incubated in xylene substitute solution twice for 10 min with the first solution pre-warmed to 60°C. Slides were then washed in 99.5% ethanol for 5 min and left to dry. For hybridization, slides were incubated in a pre-warmed hybridization solution (5 M NaCL 1 M Tris-Hcl (pH 7.4), 1% sodium dodecyl sulfate and 10% formamide) containing the FISH probe (EUB338-Cy3; see Table S3) before being placed in a sealed humid chamber at 49°C overnight. Slides were incubated with FISH washing buffer (0.9 M NaCl, 20 mM Tris-HCl (pH 7.4)) preheated to 49°C for 10 min, and washed three times in PBS. For mucus (fucose) staining, slides were then incubated with 1:500 fluorescein labeled Ulex Europaeus Agglutinin-1 (UEA-1-fluorescein,Vector Labs, Burlingame, CA) for 1 h in the dark. After 3 washes, slides were incubated with Prolong Gold Anti-Fade DAPI solution (Thermo Fisher Scientific) for at least 2 h in the dark prior to slide curation and imaging.

### Serum LPS-binding protein

Serum LPS-binding protein concentrations were determined by a commercially available ELISA kit via manufacturer’s instructions (Hycult Biotec, Uden, Netherlands).

## Colon content flagellin load quantification

Quantification of flagellin load from control or antibiotic treated mice was implemented using human embryonic kidney (HEK)-Blue-mTLR5 cells (Invivogen, hkb-mtlr5) from a protocol slightly modified as previously described.^66^ Briefly, colon contents were resuspended in PBS to a final concentration of 100 mg/mL and homogenized for 10s using a bead beater (without beads to avoid disruption). Samples were then centrifuged at 8000 × *g* for 2 min, serially diluted, and supernatant applied directly to HEK-293 mTLR5 cells (2 x 10^5^ cells/well). Serial dilutions of purified flagellin from *Salmonella typhimurium* (Ultrapure Rec-FLA-ST; Invivogen) applied to HEK293 cells were used for standard curve determination. After 18 h of stimulation, cell culture supernatants were applied to QUANTI-Blue medium (Invivogen) and measured for alkaline phosphatase activity at 620 nm after 90 mins.

### Semi-quantitative real-time PCR

IEC RNA was isolated using the PureLink RNA Mini Kit (Thermo Fisher Scientific) according to manufacturer’s instructions. Complementary DNA was synthesized with a reverse transcriptase kit (Thermo Fisher Scientific). Power SYBR Green Master Mix (Thermo Fisher Scientific) with primers (Fwd and Rv, Integrated DNA Technologies, Coralville, IA) listed in Table S3 used together in PCR reactions. Differences in gene expression were determined by Real-Time PCR (Quantstudio 5, Thermo Fisher Scientific). Relative expression was determined using the delta-delta cycle threshold method (dd*C*_t_).

### 16S rRNA gene sequencing and analysis

Intestinal contents were collected directly from the colon immediately after sacrifice and frozen at −80°C. Contents were homogenized and DNA was extracted (~10 mg) using a QIAamp Fast DNA Stool Mini Kit (Qiagen, Hilden, Germany) following manufacturer’s instructions, with slight modifications. Contents were incubated for 45 min at 37°C in lysozyme buffer (22 mg/ml lysozyme, 20 mM TrisHCl, 2 mM EDTA, 1.2% Triton-x, pH 8.0), before homogenization for 150 s with 0.1 mm zirconia beads. Samples were incubated at 95°C for 5 min with InhibitEX Buffer, then incubated at 70°C for 10 min with Proteinase K and Buffer AL. Following this step, the QIAamp Fast DNA Stool Mini Kit isolation protocol was followed, beginning with the ethanol step. DNA was quantified with the Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA) using the dsDNA Broad Range Assay Kit. Amplified PCR libraries were sequenced from both ends of the 250 nt region of the V3-V4 16S rRNA hypervariable region using an Illumina MiSeq. DADA2 and Quantitative Insights into Microbial Ecology [QIIME] 2.0^67^ were utilized for amplicon processing, quality control and downstream taxonomic assignment using the ribosomal RNA database SILVA version 138.^68^ The EMPeror software package was used for three dimensional principle coordinates plotting of microbiome data (β- diversity; Unweighted Unifrac)^69^.

### Metagenomic sequencing and analysis

DNA for metagenomic sequencing was extracted from 6 colonic content samples from a separate cohort of mice exposed to the stress paradigm (n = 3/group) and sequenced at the Genomics Shared Research facility at The Ohio State University (Columbus, OH). Prior to library generation, microbial DNA enrichment was performed using the NEBNext Microbiome DNA Enrichment kit (New England BioLabs, Ipswich, MA) per manufacturer's protocol. Libraries were generated using the NExtera XT Library System in accordance with the manufacturer’s instructions. Genomic DNA was sheared by sonication and fragments were end-repaired. Sequencing adapters were ligated, and library fragments were amplified with five cycles of PCR before solid-phase reversible immobilization size selection, library quantification, and validation. Libraries were sequenced on the Illumina HiSeq 4000 platform. All raw reads were trimmed from both the 5’ and 3’ ends with Sickle before downstream processing. 150 bp reads were processed downstream by HUMAnN 2.0. Briefly, the HUMANn2 core function was run using nucleotide mapping and translated search against the UniRef 90 database. To account for differences in sequencing depth, the resulting organism specific gene and pathway abundances were normalized to total reads (copies/million). For this analysis, relative catalase levels were tabulated on a per-taxa and total gene abundance basis and then analyzed across Str groups.

### Catalase activity assay

Colonic content samples that were flash frozen after sacrifice were thawed on ice and weighed to ~100 mg. 1 mL of PBS was precisely added to every 100 mg of stool before being broken up by vigorous pipetting. Samples were vortexed for 1 minute and then spun at 10,000 x g for 5 min. To disrupt bacterial cell walls, contents were incubated for 45 min at 37°C in lysozyme buffer (22 mg/ml lysozyme, 20 mM TrisHCl, 2 mM EDTA, 1.2% Triton-x, pH 8) for 45 min at 37°C. Next, 300 mg of autoclaved beads (0.1 mm zirconia) were added to each sample before bead beating for 3 min. Samples were then spun down at 12,000 x g for 15 min. Supernatant was removed and stored on ice until catalase assay was performed. Catalase activity was determined using a fluorometric-based catalase activity kit according to manufacturer's instructions (Abcam, Cambridge, MA). Catalase activity was calculated as nmol/min/mL.

### Image quantification

Immunostained and/or lectin stained cross-sectioned colon samples were analyzed by a LSM 880 confocal microscope (Zeiss Microscopy, Jena, Germany). After image capture, sections were analyzed for protein quantification through fluorescence intensity analysis in ImageJ. Mucus integrity was analyzed on FISH/mucus stained sections by a blinded observer with the following scoring system: 0 **= **normal mucus thickness with bacterial adherence only on outer mucus layer, 1 = normal mucus thickness and integrity with minor bacterial penetration to inner mucus layer, 2 = moderate outer mucus layer depletion with moderate bacterial penetration to inner mucus layer, 3 = moderate depletion of outer and inner layer integrity with high bacterial penetration to inner mucus layer and moderate adherence to epithelium, 4 = major mucus depletion of outer and inner layer with substantial bacterial adherence to epithelium. Inner layer mucus thickness was analyzed by ImageJ software. Goblet cells were counted and analyzed by total number and density per crypt. All measurements were made by a blinded observer and averaged across 5 randomly chosen crypt regions.

### Statistical analyses

Student t-tests were used to analyze differences between Con and Str groups. Two-factor ANOVA with Str *(in vivo*) and LPS/FLG (*ex vivo*) as variables was used to analyze data from *ex vivo* IEC experiments. Tukey’s post-hoc was used for multiple comparison testing. Differences in microbiome β-diversity was determined through UniFrac distance metric^70^ and analyzed by permutational multivariate analysis (ADONIS). Spearman rho non-parametric analysis was implemented to analyze associations between IEC expression profiles and the abundance of *Muribaculaceae*. The Benjamini-Hochberg false discovery rate (FDR) method was implemented to avoid type-1 error in all cases with multiple testing. Data is expressed as mean ± SEM. Statistical alpha was set *a priori* to 0.05 for all analyses.

### Randomization and blinding

ARRIVE guidelines for preclinical animal experiments were followed.^71^ All mice were randomly assigned to Str groups prior to the initiation of each experiment. Blinded observers were utilized for all staining quantification and histological scoring.

### Ethics statement

All animals used in this study were approved by the IACUCs at The University of Illinois at Urbana-Champaign and Nationwide Children’s Hospital.

The authors report no competing interests.

## List of abbreviations

IEC: Intestinal epithelial cell
ROS: Reactive oxygen species
CONV-R: Conventionally-raised
GF: Germ-free
Il: Interleukin
Saa: Serum amyloid a
Duox: Dual oxidase
Reg3: Regenerating islet-derived protein 3
Nos2: nitric oxide synthase-2

## Supplementary Material

Supplemental Material

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding authors on reasonable request. 16S rRNA sequencing data is depositived at SRA with accession number PRJNA805133. RNA sequencing data is deposited at GEO with accession number GSE196614.

How the deposited data were processed for this re-analysis (not part of the article)

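RNA sequencing of colonic IECs from 10 Con and 10 Str mice was analysed, 1 library per mouse. The authors sorted EpCAM+ CD45- cells, depleted ribosomal RNA, aligned directional reads with STAR to GRCm38.p4 and counted reads per gene with HTSeq. The values used are the counts per gene that the authors deposited, which are whole numbers with no further scaling. Another 20 columns of per-sample values, scaled by the authors, were not used. Libraries were assigned to Con or Str by the first letter of their column name, C or S, which is the initial of the 2 groups. The names carry a second letter, V or L, 5 of each per group, which the text of the paper does not explain, and a number. Cages, with 3 resident mice each, are not given for the libraries, so each p-value treats the mice as independent. The table holds 13244 protein coding and 1658 long noncoding RNA genes among others, with a median mean count of 356.05 per gene, and 15842 genes had a count in every library. Library totals ranged from 20034127 to 26141352 counts, and genes under 1 CPM rest on few counts per library. The counting error was not compared with the spread between mice.
Str was compared with Con in edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood test with TMM factors, a mean count minimum of 4, which removed no gene, and Benjamini-Hochberg adjustment over all genes. Log2 CPM used a prior count of 2. Calls were made at an adjusted p under 0.05 and at the paper's thresholds, an adjusted p under 1e-05 and an absolute log2 fold change over 0.5. Gene sets were tested with camera of limma 3.58.1 on 25 pathway lists and 18 cell type lists, with a preset correlation of 0.01 and with an estimated correlation, adjusted over the 43 lists. At an adjusted p under 0.05 in camera, 17 lists passed with the preset correlation and 0 with an estimated one. The lists with more than 1 measured gene were also tested with fry of limma. The lists were composed for the re-analysis and are not the Gene Ontology or KEGG sets that the paper used. They hold 833 distinct genes, of which 692 had a row in the table. The lists, the tests, the alternatives and the rule for naming genes were set before the data were examined. The rule names the 50 genes that the paper names for these libraries (seen in the paper), the 10 smallest adjusted p and up to 4 members per list. It also names up to 10 of the largest changes in each direction, among genes past the paper's thresholds with a mean of at least 1 CPM. A further 47 genes were chosen after their values were seen. A few genes that the rule names are not reported here. Gene positions are those of GRCm38.
Alternatives were DESeq2 1.42.0, limma-voom with quality weights, RLE factors, library sizes alone, no low count filter, the filter of edgeR, removal of the 15% of genes that vary least, each library left out in turn, no fold change limit and an estimated correlation in camera. Added after the data were seen were the letter as a covariate, the V or the L libraries alone, the comparison without 4 Con libraries that hold liver transcripts, a block by the names of the columns, and DESeq2 with a prior on fold changes or after removal of the genes that vary least. Correlations within Str (Pearson and Spearman on log2 CPM) were tested by 100000 permutations with numpy 2.4.6 and scipy 1.17.1 (Python 3.11.15), or by all permutations with fewer than 10 libraries. The comparison was repeated on 100 splits of the libraries. Random seeds were 20 for the splits, 5 for the simulated counts and 50 for the permutations.
The pipeline was tested on simulated counts, 10 against 10 libraries with 15868 genes. At an adjusted p under 0.05 edgeR recovered 50 of 67 genes changed by 0.5 on the log2 scale, 66 of 67 changed by 1 and 65 of 66 changed by 2, and at the paper's thresholds 19, 55 and 64 of them. DESeq2 recovered 53, 67 and 65 at an adjusted p under 0.05 and 23, 62 and 65 at the paper's thresholds. Of 15668 unchanged genes edgeR called 7 and DESeq2 called 17 at an adjusted p under 0.05. In camera a list of 25 changed genes had p = 1.93e-136 and a list of 25 unchanged genes p = 0.401. Each gene was simulated independently of the others, so these lists cannot show how camera behaves where genes of a list are correlated. A simulated gene had the same dispersion in both groups and the same change in every Str library. In the real libraries some changed genes, *Ptk6* among them, varied more in Str than in Con. The shares recovered need not hold for such genes. The over representation analysis of the paper, its sequencing of 16S ribosomal RNA genes and its measurements of protein and function were not analysed here.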

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

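The tests on the 4 Con libraries and on the letters V and L, the splits of the libraries by letter among them, were chosen after the results were seen.

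For some genes 1 library lay far from the other 9 of its group. Measured as the gap to the nearest library over the range of the group on the log2 scale, 13 of 234 groups were over the critical value of 0.466, against 11.7 expected by chance (about 1 in 20). In 8 of these the Str library SL4 was lowest in Str, for *Ptk6* (0.597), *Gda* (0.525), *Stat3* (0.476), *Cd38* (0.529), *Tlr4* (0.520), *Ak4* (0.734), *St8sia5* (0.595) and *Zbp1* (0.471), all of them higher in Str over the 10 libraries. The others were *Gclm* in the Str library SL2 (0.515, lowest), *Reg4* in the Str library SV2 (0.525, highest), *Selenbp1* (0.507) and *Fabp2* (0.467) in the Con library CV4 (lowest) and *Egln3* in the Con library CV1 (0.509, highest). Without SL4, 108 genes were higher past the paper's thresholds in edgeR, in place of 5. On the first principal component of log2 CPM, which holds 27.3% of the variance, SL4 and the Str library SL5 lay at -10.1 and -11.8, among the Con libraries (-32.6 to -4.76), while the other 8 Str libraries lay at 10.5 to 39.7. No explanation for the positions of SL4 and SL5 was tested.

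Transcripts made mainly in the liver were present in the Con libraries CV3, CV4, CV6 and CL1, where *Alb* was at 69.3 CPM or more, against 3.19 CPM or less in the other 16 libraries, and *Alb*, *Car3*, *Cp*, *F2*, *Rbp4*, *Serpinc1* and *Tdo2* were all over 2-fold above every other library. The 4 libraries and the other 6 Con libraries, with *Alb* at 1.73 to 3.19 CPM, all come from mice without Str. Str can therefore not account for the split within Con. These 6 lay at the level of the Str libraries (1.64 to 3.18 CPM). An effect of Str on how many libraries hold such transcripts stays open. The 4 are the Con libraries highest in *Alb*, so leaving them out brings its difference near 0 by their choice alone (log2 fold change -0.12, SE 0.16, adjusted p = 0.702 from edgeR, and -3.78, adjusted p = 0.00178, with them). RNA from liver stays open as well, since of 9 genes on a liver list whose values had not been seen, 1 had these 4 as its highest Con libraries, and *Apoa2* (0.807 CPM in the 4 and 0.580 CPM in the other Con libraries) and *Apoc1* (1.16 and 0.976 CPM), abundant in liver, hardly rose, while *Cps1* (9.56 and 5.84 CPM) and *Arg1* (1.79 and 1.20 CPM) rose, and how far each should rise beside *Alb* is not known without liver libraries, which were not used here. Of the 43 genes on that liver list 18 had a row in the table, so most of them could not be looked at. Other abundant genes of that list had high levels in all Con libraries, such as *Apob* (172 CPM in the 4 and 174 CPM in the other Con libraries), *Ttr* (46.0 and 37.2 CPM) and *Trf* (30.8 and 21.5 CPM), which hides a small share. The sort for EpCAM+ CD45- cells would remove liver RNA only as far as it removes hepatocytes and free RNA, which was not tested.

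The letters V and L divide the libraries of both groups, and 776 genes differed between them at an adjusted p under 0.05 in edgeR with the group as a covariate (371 higher and 405 lower in L). Chance among mice taken as independent is unlikely as a reason, since 1 of 100 splits within the groups, the real one, gave as many genes (highest other 158). These splits cannot exclude a chance difference between cages, which are not given for the libraries. Unequal cell dissociation or handling may contribute, with the list of genes that dissociation induces lower in L (median -0.14, camera adjusted p = 5.87e-05, and adjusted p = 0.532 with an estimated correlation), and so may an unequal share of stromal cells, with 12 of 12 fibroblast markers above 0 in L minus V, of which 3 passed in edgeR (median 0.56, camera adjusted p = 8.52e-08, and adjusted p = 0.532 with an estimated correlation) together with 8 of 8 smooth muscle markers, of which 6 passed (median 0.62, camera adjusted p = 2.82e-07), cells that the sort for EpCAM is meant to remove. Genes of cholesterol synthesis (camera adjusted p = 4.56e-11) and of endoplasmic reticulum stress (camera adjusted p = 8.52e-08) were lower in L, and of the 12 lists that differed between the letters 0 passed in camera with an estimated correlation. What the letters stand for is not known, so no biological explanation was tested.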

How the results depend on the processing

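The letter as a covariate, the fits on V or L libraries alone, the fit without the 4 Con libraries that hold liver transcripts, the block and the fits of DESeq2 with a prior or after the variance filter were chosen after the data were seen.

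No named gene turned its direction under any alternative where it passed, and no list that passed did so as a set. The balance of higher and lower genes turned with limma-voom (1663 and 1697), library sizes alone (1031 and 1949), the V libraries alone and without SL5 (1567 and 1605), as did that of central carbon metabolism given with its genes. Over all alternatives, 165 named genes gave 5294 results that kept direction and side of the threshold, 456 that no longer passed and 15 that newly passed. At the paper's thresholds, where edgeR called 5 genes higher and 0 lower (4813 genes at an unadjusted p under 0.05), DESeq2 called 175 and 20, limma-voom 30 and 2, and edgeR called 12 higher with RLE factors and 34 after the variance filter, and 0 higher with the letter as a covariate, within the L libraries, without the 4 Con libraries and with a block by column name. DESeq2 called 179 and 20 after the variance filter, 158 and 15 with a prior on fold changes, and 166 and 16 with both. When each library was left out in turn, 0 to 108 genes were higher and 0 to 3 lower at the paper's thresholds, both highest without SL4. At an adjusted p under 0.05 library sizes alone gave 4 genes of central carbon metabolism higher, and leaving out 1 library gave 4 to 7 of these. DESeq2 and edgeR shared 2626 calls at that threshold, with the same direction. The cause was not tested.

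Fits on the libraries of a single letter called fewer genes, for a reason that was not tested. The Str libraries SL4 and SL5, which lay among the Con libraries on the first principal component, are both L libraries. Within the L libraries *Saa1*, *Stat3* and *Tifa* missed the limit narrowly (adjusted p = 0.0575 each from edgeR), while *Il18* lay farther from it (adjusted p = 0.175). A count of 0 in L thus does not show that a change is absent. Within the V libraries 807 genes were higher and 817 lower, with 8 of NFκB higher, 6 of peroxisomes lower, and 3 each of central carbon metabolism and hypoxia higher. Within the L libraries 9 genes were higher and 2 lower, with 0 of the inflammatory, NFκB, Toll-like receptor, central carbon, mucin, hypoxia and wound lists higher, 0 of fatty acid degradation and peroxisomes lower, 1 each of the antimicrobial, NOD-like receptor and JAK/STAT3 lists, 3 of ROS production and 2 of the signals to Th17 cells higher in edgeR, while the interaction of group and letter called 0 genes (918 at an unadjusted p under 0.05, and not run in another tool). Without the 4 Con libraries 854 genes were higher and 608 lower, with 11 of NFκB, 2 of central carbon metabolism and 3 of hypoxia higher and 9 of fatty acid degradation lower, and 49 other sets of 4 Con libraries left out gave 626 to 1477 higher (median 882) and 371 to 1178 lower (median 605). With the block by column name 10 hypoxia genes were higher. For 8 pairs of libraries that share a letter and number the correlations were 0.00366 to 0.342, with 4 over 0.1. Of these Con libraries 2 correlated best with their own partner, so whether the names pair the libraries stays open.

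Of 43 lists, 17 no longer passed in camera with an estimated correlation. For the Toll-like receptor list the estimate was 0.00111, under the preset 0.01, so a stronger correlation between its genes is not the reason there. For the others of these 17 the estimate was over the preset value. These 17 passed in fry of limma, with adjusted p = 7.33e-06 for JAK/STAT3, 0.00104 for fatty acid degradation and 0.0265, the largest, for oxidative stress. Central carbon metabolism did not pass in fry (adjusted p = 0.382). Unlike camera, fry does not compare a list with the other genes, so it cannot tell if a list changed more than they did. The mucin list did not pass without CV3, CV4 or SL1, without the 4 Con libraries or with the block (adjusted p = 0.0573). The lists of hypoxia, of the wound response and of the IFN-γ response did not pass in camera without the 4 Con libraries, and that of oxidative stress did not pass without CV3 or with the block (adjusted p = 0.244). Within the L libraries the lists of Toll-like receptors, mucins, the wound response, oxidative stress, neutrophils and small intestine did not pass in camera (smallest adjusted p = 0.0522), and within the V libraries those of endoplasmic reticulum stress, deep crypt secretory cells and red blood cells newly passed in camera (largest adjusted p = 0.0447). Cholesterol synthesis newly passed under several settings, with the smallest adjusted p without the Str library SL5 among fits on 19 libraries (camera adjusted p = 0.00544).

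Without SV5 and SL4 the correlations within Str were 0.764 (Pearson's r) and 0.619 (Spearman's rho) for *Duox2* and *Duoxa2*, and r was 0.392 for *Duox2* and *Nos2* and 0.0881 for *Duoxa2* and *Nos2*. Within the 5 V libraries r was 0.815 for *Duox2* and *Nos2* and 0.845 for *Duoxa2* and *Nos2*, and rho of *Duox2* and *Duoxa2* was 1.00 in V (adjusted p = 0.0500, exact permutation test) and 0.900 in L, none of which passed. A rho of 1.00 over 5 libraries has the smallest p that the exact permutation test can give (p = 0.0167). A single pair could thus not pass after adjustment, and this result does not speak against the correlation. Leaving out 1 Str library gave rho of 0.733 to 0.883, 0.450 to 0.900 and 0.300 to 0.750 for the 3 pairs in that order. The cause was not tested. The low count filters removed few or no genes, so they say little about stability. The alternatives for normalized values were not run, since the table holds counts, and a block by mouse number was not run, since the columns carry no mouse number.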

Differences from the paper's values

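The fits of DESeq2 with a prior on fold changes were chosen after the values were seen.

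At its thresholds (absolute log2 fold change over 0.5 and adjusted p under 1e-05) the paper gives 166 genes higher in Str and 16 lower, and edgeR called 5 higher and 0 lower here. Of 28 alternatives set before the data were examined, DESeq2 (175 higher and 20 lower) came within 1.5-fold of both of the paper's counts and the other 27 did not, with 0 to 108 higher. Among fits chosen after the values were seen, DESeq2 after the variance filter called 179 and 20, DESeq2 with a prior on fold changes 158 and 15, and with both the counts were the paper's. That last fit drops 24 of 49 genes that the figures of the paper print as labels, which it does not call at those thresholds, against 47 that edgeR drops and 23 that DESeq2 drops, and at an adjusted p under 0.05 edgeR called 47 of the 49.

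The log2 fold change of *Saa1* is about 1.2 in Figure 1(a) of the paper, read by eye, and was 1.44 here. Of 27 alternatives set before the data were examined it came within 1 SE of edgeR (0.17) of the paper's value without the Str library SL2 and not under the other 26 (range 1.35 to 1.51). That of *Fut2* is about 0.88 in Figure 1(a), read by eye, and was 1.04 here, within 1 SE (0.15) of the paper's value under 10 of 27 alternatives (limma-voom, library sizes alone, and without CV3, CV4, CV6, SV1, SV4, SV6, SL1 or SL2) and not under the other 17 (range 0.96 to 1.11). That of *Duox2* is about 1.1 in Figure 1(a), read by eye, and was 1.58 here (range 1.52 to 1.80), and that of *Reg3b* is about 1.0 in Figure 1(a), read by eye, and was 5.01 here (range 4.40 to 5.46), with 0 of 27 alternatives within 1 SE (0.22 and 0.68) of the paper's value for either gene. DESeq2 with a prior on fold changes and after the variance filter, chosen after the values were seen, gave 1.19 for *Saa1*, 0.89 for *Fut2*, 1.12 for *Duox2* and 0.85 for *Reg3b*, and drops 24 of the 49 labelled genes of the paper from the calls at its thresholds. The log2 fold changes of *Il18* and *Cyp4f16* did not differ from those of the paper by over 1 SE.

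The paper gives a depth of approximately 60 to 80 M reads per sample, and the counts assigned to genes here were 20.0 to 26.1 M per library, which are not the same quantity, and no alternative changes them.

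Figure 5(c) shows *Mt3* and *Pstpip1* among genes that differ between Con and Str. Here *Mt3* had a log2 fold change of -0.69 (adjusted p = 0.0685 from edgeR) and *Pstpip1* one of -0.59 (adjusted p = 0.0869 from edgeR), and neither passed. *Mt3* passed in limma-voom (adjusted p = 0.0200) and in edgeR without CV3, SL4, SL5 or SL6 (adjusted p of 0.0459 or less), and *Pstpip1* passed in edgeR without SL5 (adjusted p = 0.0231) and within the V libraries (adjusted p = 0.0410), and the other 18 labels of that figure passed.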

Other observations

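The lists and tests of this part were chosen with the design or before their results were seen, while *Irf9*, *Mx1*, *Ddx60*, *Usp18*, *Cldn8*, *Cldn23*, *Marveld3*, *Ceacam20*, *Clca4a*, *Car1*, *Mep1a*, *Slc26a3* and *Trpv6* were chosen after their values were seen.

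Some antioxidant genes were lower in Str IECs. Of 30 measured genes of the oxidative stress response and detoxification, 10 were lower, 1 was higher and 19 did not pass in edgeR (11 lower and 1 higher when adjusted over the list alone, camera adjusted p = 0.0225, and adjusted p = 0.503 with an estimated correlation, and 0.0565 without the Con library CV3). *Nfe2l2*, which encodes the transcription factor NRF2, had a log2 fold change of -0.29 (adjusted p = 0.000738), and *Gclc* and *Gclm*, which encode the enzyme of glutathione synthesis, had log2 fold changes of -0.37 (adjusted p = 0.00276) and -0.26 (adjusted p = 0.00108) in edgeR. *Gpx2*, which encodes a glutathione peroxidase of the gut, was the higher member at 0.52 (adjusted p = 0.00313) in edgeR.

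Some genes of the IFN-γ response were higher, while those of type I interferon went both ways. Of 15 measured genes of antigen presentation and the IFN-γ response, 6 were higher, 1, *H2-T3*, was lower and 8 did not pass in edgeR (6 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.00507, and adjusted p = 0.174 with an estimated correlation, and 0.0634 without the 4 Con libraries that hold liver transcripts), with *Irf1*, which encodes a transcription factor of that response, at 0.43 (adjusted p = 0.000404). Of 27 measured genes of the type I and III interferon response, 5 were higher (*Zbp1*, *Gm14446*, *Ifih1*, *Irf9* and *Mx1*), 3 were lower (*Ifi27*, *Ddx60* and *Usp18*) and 19 did not pass in edgeR, with the same counts when adjusted over the list alone (camera adjusted p = 0.693, and adjusted p = 0.916 with an estimated correlation), and *Zbp1*, which encodes a sensor of nucleic acids, was at 1.81 (adjusted p = 1.05e-05).

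Genes of junctions, transport and cell types of the epithelium changed in both directions. Of 25 measured genes of tight junctions and adhesion, 5 were higher (among them *Ceacam1* at 0.45 with adjusted p = 0.000139, *Tjp1*, *Marveld3* and *Cldn8*), 2 were lower (*Cldn15* at -0.29 with adjusted p = 0.00415 and *Cldn23*) and 18 did not pass in edgeR (6 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.109, and adjusted p = 0.549 with an estimated correlation). Of 29 measured genes of ion and water transport, 6 were higher, 6 were lower and 17 did not pass in edgeR (6 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.972, and adjusted p = 0.981 with an estimated correlation), with *Clca4b*, which encodes a chloride channel accessory protein, at 3.03 (adjusted p = 7.80e-05) and the sodium exchanger gene *Slc9a3* at 0.62 (adjusted p = 0.000115). Of 13 markers of absorptive colonocytes, 5 were higher (*Saa1*, *Krt20* at 0.33 with adjusted p = 0.00745, *Ceacam20*, *Clca4a* and *Slc26a3*), 4 were lower (*Fabp2* at -0.61 with adjusted p = 0.000836, *Selenbp1* at -0.40 with adjusted p = 0.00306, *Car1* and *Mep1a*) and 4 did not pass in edgeR (6 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.772, and adjusted p = 0.916 with an estimated correlation). Of 7 markers of deep crypt secretory cells, 3 were lower (*Agr2* at -0.28 with adjusted p = 0.00535, *Kit* at -0.37 with adjusted p = 0.0186 and *Reg4* at -0.41 with adjusted p = 0.0311) and 4 did not pass in edgeR, with the same counts when adjusted over the list alone (camera adjusted p = 0.164, and adjusted p = 0.534 with an estimated correlation). *Agr2* was also the lower one of 12 goblet cell markers (camera adjusted p = 0.738, and adjusted p = 0.916 with an estimated correlation). Of 15 markers of enteroendocrine cells, *Tac1*, which encodes substance P, was higher at 0.95 (adjusted p = 0.000620), *Gcg* and *Pcsk1* were lower at -0.39 (adjusted p = 0.0435) and -0.52 (adjusted p = 0.0441) and 12 did not pass in edgeR, with the same counts when adjusted over the list alone (camera adjusted p = 0.311, and adjusted p = 0.802 with an estimated correlation). Of 10 stem cell markers *Sox9* was higher and 9 did not pass in edgeR, also when adjusted over the list alone (camera adjusted p = 0.656, and adjusted p = 0.857 with an estimated correlation).

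Genes of the glucocorticoid response, a list that holds steroid receptors and enzymes beside induced genes, did not pass as a set 12 h after the last exposure. Of 21 measured, 3 were lower (*Tsc22d3* at -0.34 with adjusted p = 0.00202, *Nr5a2* at -0.19 with adjusted p = 0.0268 and *Sgk1* at -0.38 with adjusted p = 0.0476) and 18 did not pass in edgeR (2 lower when adjusted over the list alone, camera adjusted p = 0.772, and adjusted p = 0.916 with an estimated correlation). Of 17 measured genes of the circadian clock, *Cry2* and *Tef* were lower at -0.56 (adjusted p = 0.0116) and -0.58 (adjusted p = 0.0145) and 15 did not pass in edgeR, also when adjusted over the list alone (camera adjusted p = 0.441, and adjusted p = 0.833 with an estimated correlation). Of 23 measured genes of cholesterol synthesis, 2 were higher (*Srebf2* among them) and 21 did not pass in edgeR (1 higher when adjusted over the list alone, camera adjusted p = 0.0586, and adjusted p = 0.833 with an estimated correlation), with 1 to 6 higher when 1 library was left out (highest without SL4 or SL5). Of 24 measured genes of endoplasmic reticulum stress, *Xbp1* was higher at 0.25 (adjusted p = 0.00335), *Ern2* was lower at -0.18 (adjusted p = 0.0127) and 22 did not pass in edgeR, with the same counts when adjusted over the list alone (camera adjusted p = 0.164, and adjusted p = 0.833 with an estimated correlation). Of 21 measured genes that dissociation induces, *Ier3* and *Zfp36* were higher and 19 did not pass in edgeR, also when adjusted over the list alone (camera adjusted p = 0.351, and adjusted p = 0.849 with an estimated correlation).

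Markers of leukocytes were few in the table, after the sort for EpCAM+ CD45- cells. Both measured neutrophil markers of 12, *Ly6g* at 1.39 (adjusted p = 0.000109) and *Itgb2l* at 0.73 (adjusted p = 0.0153), were higher in edgeR and when adjusted over the list alone (camera adjusted p = 0.0127, and adjusted p = 0.161 with an estimated correlation), and the paper names *Itgb2l* from these libraries. Of 4 measured macrophage and dendritic cell markers, *Cd68* was higher at 0.56 (adjusted p = 0.00660), *Apoe* was lower and 2 did not pass in edgeR (2 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.386, and adjusted p = 0.549 with an estimated correlation). Of 7 markers of enteric neurons and glia *Ret* was higher (camera adjusted p = 0.818, and adjusted p = 0.916 with an estimated correlation), also when adjusted over the list alone, and the 4 measured markers of red blood cells did not pass as a set (camera adjusted p = 0.386, and adjusted p = 0.785 with an estimated correlation). In 9 lists, with 78 measured members in all, edgeR and DESeq2 called 0 genes, and 2 members, both tuft cell markers lower in Str, were at an unadjusted p under 0.05. These lists were proliferation (29 measured, camera adjusted p = 0.772), tuft cells (10, 0.413), T cells, NK cells and intraepithelial lymphocytes (1, 0.656), B cells and plasma cells (3, 0.972), mast cells (1, 0.972), fibroblasts (12, 0.187), smooth muscle (8, 0.0904), endothelial cells (9, 0.259) and distal colon position (5, 0.791).
Some of these lists passed in camera under alternatives, all with the preset correlation. Over all libraries with an estimated correlation, the camera adjusted p was 0.785 for smooth muscle, 0.833 for fibroblasts, endothelial cells and tuft cells, and 0.958 for proliferation. The smooth muscle list, which went higher in Str over all libraries without passing, passed with the letter as a covariate (adjusted p = 0.0263), within the V libraries (0.00586), with the block by column name (0.00152), with library sizes alone (0.0378) and without CL2 (0.0430), CL4 (0.0336) or SV1 (0.0282). The fibroblast list passed in camera without SV1 (adjusted p = 0.0269) and with the block (0.0303), the endothelial list within the V libraries (0.00833), the proliferation list within the V libraries (0.0389) and with the block (0.0152) and the tuft cell list without the 4 Con libraries that hold liver transcripts (0.0318). Of the tuft cell markers 3 were lower in edgeR without SL5, 2 without the 4 Con libraries and 4 with the block, and 2 in limma-voom.

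*S100g*, which encodes the calcium-binding protein calbindin D9k and is a gene of the small intestine list, was lower in Str with a log2 fold change of -2.15 (SE 0.39, adjusted p = 0.000660 from edgeR), as was the calcium channel gene *Trpv6* at -1.06 (adjusted p = 0.000547) in edgeR, and of 7 measured genes of small intestine *S100g* and *Enpep* were lower and 5 did not pass (3 lower when adjusted over the list alone, camera adjusted p = 0.0387, and adjusted p = 0.316 with an estimated correlation). That set did not pass in limma-voom (camera adjusted p = 0.0704), with library sizes alone (0.0971), with the letter as a covariate (0.0545), within the V libraries (0.0521) or the L libraries (0.123), in DESeq2 with a prior or after the variance filter (0.0503 to 0.0588) or without CV2 (0.0540), CV3 (0.0565), SV6 (0.0635) or SL1 (0.0546). With the mean level of *Sis* and *Slc10a2*, 2 genes of that list, as a covariate for an unequal share of proximal colon, the log2 fold change of *S100g* was -1.35 (SE 0.25, adjusted p = 0.00260 from edgeR), a part of its fall too close to 0.5 of it to decide, so such a share may explain part of it. An effect of Str on calcium uptake genes stays open as well, since *Trpv6* was lower with that covariate (-1.21, SE 0.19, adjusted p = 0.000667 from edgeR) and *Atp2b1* did not pass (-0.03, adjusted p = 0.867 from edgeR). The 5 measured genes of distal colon position did not pass in edgeR (median log2 fold change 0.045, camera adjusted p = 0.791). *Sis* itself had a log2 fold change of -1.86 (adjusted p = 0.0678 from edgeR), so the covariate may also carry an effect of Str. The 2 explanations cannot be told apart, since the libraries carry no record of the segment, and with that covariate 573 genes were higher and 331 lower at an adjusted p under 0.05.

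Chance among mice taken as independent is unlikely as a reason for the number of genes that differ between Con and Str. The splits cannot exclude a chance difference between cages, since the cages are not given for the libraries. Of 100 splits of the 20 libraries, 10 against 10, 1, the real one, gave as many genes at an adjusted p under 0.05 (2646, highest other 13), and 1, the real one, gave as many past the paper's thresholds (5, highest other 0) in edgeR.

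Some calls of this part rest on single libraries. In edgeR a call ended for *H2-T3* without CV2, CV3, CV6, CL1, CL3, CL4, CL6, SV2, SV4, SV5, SV6, SL1, SL2 or SL6 (adjusted p = 0.0511 to 0.104), *Mx1* without SL1 or SL2 (adjusted p = 0.0511 to 0.0572), *Usp18* without CV1, CV4, CV6, CL1, CL4, CL6, SV2, SV4, SV6, SL1, SL2, SL5 or SL6 (adjusted p = 0.0540 to 0.0973), *Sgk1* without CV1, CL1, CL2, CL3, CL4, SV1, SV4, SV5, SV6, SL1, SL2 or SL6 (adjusted p = 0.0636 to 0.0861), *Nr5a2* without CV6, SV2, SL2 or SL6 (adjusted p = 0.0539 to 0.0577), *Cldn8* without CV1, CV2, CV4, CV6, CL2, CL4, CL6, SV2, SV4, SV6, SL1, SL2 or SL6 (adjusted p = 0.0525 to 0.0920), *Marveld3* without CV6 (adjusted p = 0.0507), *Slc26a3* without CV2, CV3, CV6, CL3, CL6, SV2, SV6, SL1, SL2 or SL6 (adjusted p = 0.0518 to 0.0751), *Srebf2* without CV1, CV2, CL1, CL2, CL3, CL4, SV1, SV2, SV4, SV5, SV6, SL2 or SL6 (adjusted p = 0.0500 to 0.0801), *Mep1a* without CL1, CL3, CL4, SV1, SV4, SV6, SL2 or SL6 (adjusted p = 0.0514 to 0.0599), *Reg4* without CV1, CV3, CV6, SV1, SV4, SV6 or SL6 (adjusted p = 0.0548 to 0.0632), *Gcg* without CV2, CV3, CV6, CL3, CL6, SV2, SV4, SV5, SV6, SL1, SL2 or SL6 (adjusted p = 0.0528 to 0.0884), *Pcsk1* without CV2, CV3, CV6, CL3, CL6, SV1, SV2, SV4, SV5, SV6, SL1, SL2 or SL6 (adjusted p = 0.0546 to 0.0877) and *Ret* without CV1, CV2, CV3, CV4, SV1, SL1 or SL2 (adjusted p = 0.0504 to 0.0647). With library sizes alone *Cldn8*, *Marveld3*, *Srebf2*, *Sox9* and *Ret* did not pass, with RLE factors *H2-T3*, *Usp18* and *Sgk1* did not pass, and in limma-voom *Usp18* and *Reg4* did not pass. Without the 4 Con libraries that hold liver transcripts *H2-T3*, *Mx1*, *Irf9*, *Usp18*, *Ifih1*, *Sgk1*, *Nr5a2*, *Tef*, *Cldn23*, *Marveld3*, *Tjp1*, *Slc26a3*, *Clca4a*, *Srebf2*, *Ern2*, *Ier3*, *Ceacam20*, *Krt20*, *Reg4*, *Kit*, *Gcg*, *Pcsk1*, *Cd68*, *Itgb2l* and *Ret* did not pass in edgeR, while without other sets of 4 Con libraries edgeR called about as many genes as without these (median 882 higher and 605 lower, against 854 and 608), so a lost call by itself does not point to the liver transcripts.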
